# In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for *Bapx1* and its co-regulation with *Sox9* in the mammalian vertebral column

**DOI:** 10.1186/1471-2164-15-1072

**Published:** 2014-12-05

**Authors:** Sumantra Chatterjee, V Sivakamasundari, Sook Peng Yap, Petra Kraus, Vibhor Kumar, Xing Xing, Siew Lan Lim, Joel Sng, Shyam Prabhakar, Thomas Lufkin

**Keywords:** Gene regulatory network, Expression profiling, Bapx1, Sox9, ChIP-Seq, FACS, Microarray, EGFP

## Abstract

**Background:**

Vertebrate organogenesis is a highly complex process involving sequential cascades of transcription factor activation or repression. Interestingly a single developmental control gene can occasionally be essential for the morphogenesis and differentiation of tissues and organs arising from vastly disparate embryological lineages.

**Results:**

Here we elucidated the role of the mammalian homeobox gene *Bapx1* during the embryogenesis of five distinct organs at E12.5 - vertebral column, spleen, gut, forelimb and hindlimb - using expression profiling of sorted wildtype and mutant cells combined with genome wide binding site analysis. Furthermore we analyzed the development of the vertebral column at the molecular level by combining transcriptional profiling and genome wide binding data for *Bapx1* with similarly generated data sets for *Sox9* to assemble a detailed gene regulatory network revealing genes previously not reported to be controlled by either of these two transcription factors.

**Conclusions:**

The gene regulatory network appears to control cell fate decisions and morphogenesis in the vertebral column along with the prevention of premature chondrocyte differentiation thus providing a detailed molecular view of vertebral column development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1072) contains supplementary material, which is available to authorized users.

## Background

Vertebrate development is a complex, sequential process, which is guided and controlled by a large number of transcription factors acting in a spatio-temporal manner. Many of these transcription factors are pleiotropic in nature, expressing and functioning in multiple tissues simultaneously. Pleiotropy is a feature of some genes, which refers to the ability to affect multiple, distinct and unrelated phenotypes and has important implications in development, disease and evolution [1–4]. Although pleiotropy has been studied over a period of time for genes involved in various biological functions, very few in-depth molecular studies have been conducted looking at a single gene in detail covering its roles in multiple tissues and trying to understand the independent and /or overlapping molecular mechanisms involved in its disparate functions.

The mammalian homeobox gene *Bapx1* (*Nkx3.2*) encodes a transcription factor that belongs to the eponymous *Nkx*[5] gene family ortholog of the *Drosophila bap* gene [6, 7]. During mouse embryogenesis *Bapx1* is expressed in five distinct tissues - vertebral column, spleen, gut, forelimb and hindlimb, yet appears to have a unique function in only a subset of these. *Bapx1* null mice are affected by lethal skeletal dysplasia, with severe malformation or absence of specific bones of the vertebral column and cranial bones of mesodermal origin. The most severely affected parts of the skeleton are the ventral structures, which are in close proximity to the notochord. *Bapx1* null mutants also show visceral mesoderm defects leading to asplenia [8–12]. The *Bapx1* null embryos exhibit a shortened anterior gut segment and a loss of the pyloric constriction [11]. Although *Bapx1* is expressed in the developing limbs there is no overt limb phenotype in the loss-of-function mutants but a *Bapx1* gain-of-function mouse model exhibits preaxial polydactyly and hypoplasia of the tibia [13].

Since *Bapx1* is expressed in five distinct tissues it was imperative to segregate these tissues as well as the specific cell type within the tissues expressing *Bapx1* for a detailed understanding of its molecular mechanism. We achieved this by targeting the *Bapx1* locus with enhanced green fluorescent protein (EGFP) driven by an IRES (*Bapx1*^*+/tm2.Tlu*^) into the 3’UTR of *Bapx1* allowing for mice of a wildtype genotype expressing both Bapx1 and EGFP proteins or by inserting *EGFP* immediately after the translational start codon of *Bapx1* (*Bapx1*^*tm4.Tlu/tm4.Tlu*^) to create a null genotype. In both cases *EGFP* was expressed under the control of endogenous *Bapx1* transcriptional regulatory elements. This enabled us to isolate specifically only cells expressing *Bapx1* from these heterogeneous tissues using fluorescence activated cell sorting (FACS), and to compare the expression profiles of *Bapx1* target genes in wildtype versus loss-of-function embryos as a first step to understanding the pleiotropic roles of *Bapx1*.

It is essential when unraveling the role of a transcription factor in directing organogenesis to take the complementary and supporting roles played by other transcription factors that are active in the same cells into consideration. To understand such complementary roles we focused on the vertebral column, an organ unique to vertebrates providing body structure and support, which undergoes endochondral ossification of its cartilaginous structures to form bones. To decipher the possible molecular mechanism of chondrocyte differentiation and maturation in the vertebral column we co-analyzed the transcription factor *Sox9,* which has a major role in development and morphogenesis of chondrocytes [14, 15].

*Sox9* is a known master regulator in the osteo-chondrogenic lineage but its co-regulatory role with *Bapx1* has not been fully explored, though some evidence suggests that it lies in a regulatory cascade upstream of *Bapx1*[16]. To explore this, we performed similar expression profiling and genome wide binding studies in the vertebral column of E12.5 wildtype and *Sox9* null mice, to uncover its role independently, as well as decipher antagonistic and complementary co-regulatory roles between *Sox9* and *Bapx1*, by comparing unique and shared target genes. We uncovered 137 genes, which are regulated by both *Bapx1* and *Sox9* encompassing very different functions. Finally by combining the genome wide binding and transcriptional profiling data we have generated a gene regulatory network directed by *Bapx1* and *Sox9* in the mouse vertebral column at E12.5*.*

## Results

### Generation of transgenic mouse lines

With the aim of isolating *Bapx1* expressing cells by FACS for *in vivo* comparative gene expression analysis, we targeted the endogenous *Bapx1* locus with the enhanced green fluorescent protein (*EGFP*) reporter gene via homologous recombination in mouse embryonic stem (ES) cells, generating a *Bapx1* wildtype (*Bapx1*^*tm2.Tlu*^) and a *Bapx1* null (*Bapx1*^*tm4.Tlu*^) transgenic allele, both enabling expression of *EGFP* under control of the endogenous *Bapx1* promoter (Figure 1A adapted from [17]). *Bapx1*^*tm2.Tlu*^ was designed with the reporter linked via the internal ribosomal entry site (IRES) at the 3’ UTR of the *Bapx1* locus, forming a bicistronic system with two open reading frames [17–20] (Figure 1A). ES cell targeting was verified by genomic Southern blotting (Figure 1B-C adapted from [17]), offspring and embryos were genotyped by PCR (Figure 1D-E). Both *Bapx1*^*tm2.Tlu*^ and *Bapx1*^*tm4.Tlu*^ showed expression of the EGFP protein in the correct *Bapx1*-specific domains (Figure 2A) as previously described [6, 8, 11, 12, 17]. The *Bapx1*^*tm2.Tlu*^ mice were normal when compared to wildtype *Bapx1*^*+/+*^ littermates [20]. Similar constructs were made for the *Sox9* locus to create *Sox9*^*tm1.Tlu*^[20] and *Sox9*^*-/-(EGFP)*^ mice that are described in detail in another manuscript.

**Figure 1:**
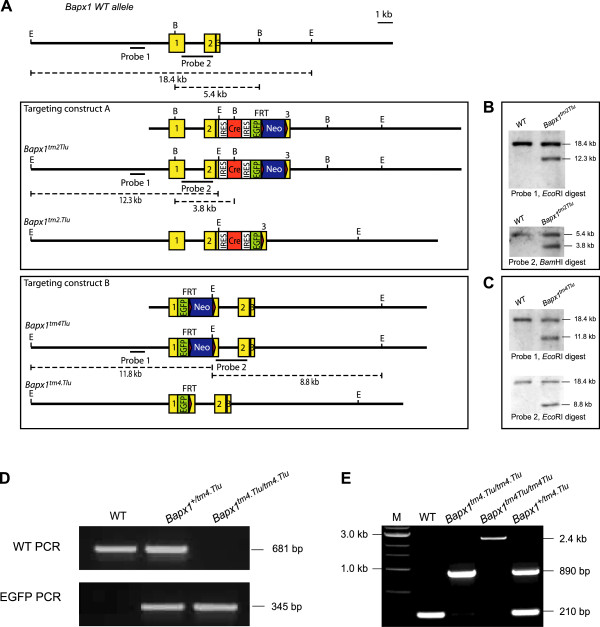
**Targeting constructs for** ***Bapx1*** **. (A)** Wildtype *Bapx1* allele and targeted *Bapx1* alleles producing EGFP via IRES in the wildtype condition (*Bapx1* ^tm2.Tlu^) and via the endogenous *Bapx1* promoter in the loss-of function condition (*Bapx1* ^tm4.Tlu^) as adapted from [17]. Southern blot with internal and external probes to verify the targeting event of the *Bapx1* ^tm2.Tlu^ **(B)** and *Bapx1* ^tm4.Tlu^ **(C)** alleles. Routine PCR genotyping to verify the wildtype and targeted allele **(D)** and the presence and absence of the neomycin cassette **(E)**.

**Figure 2:**
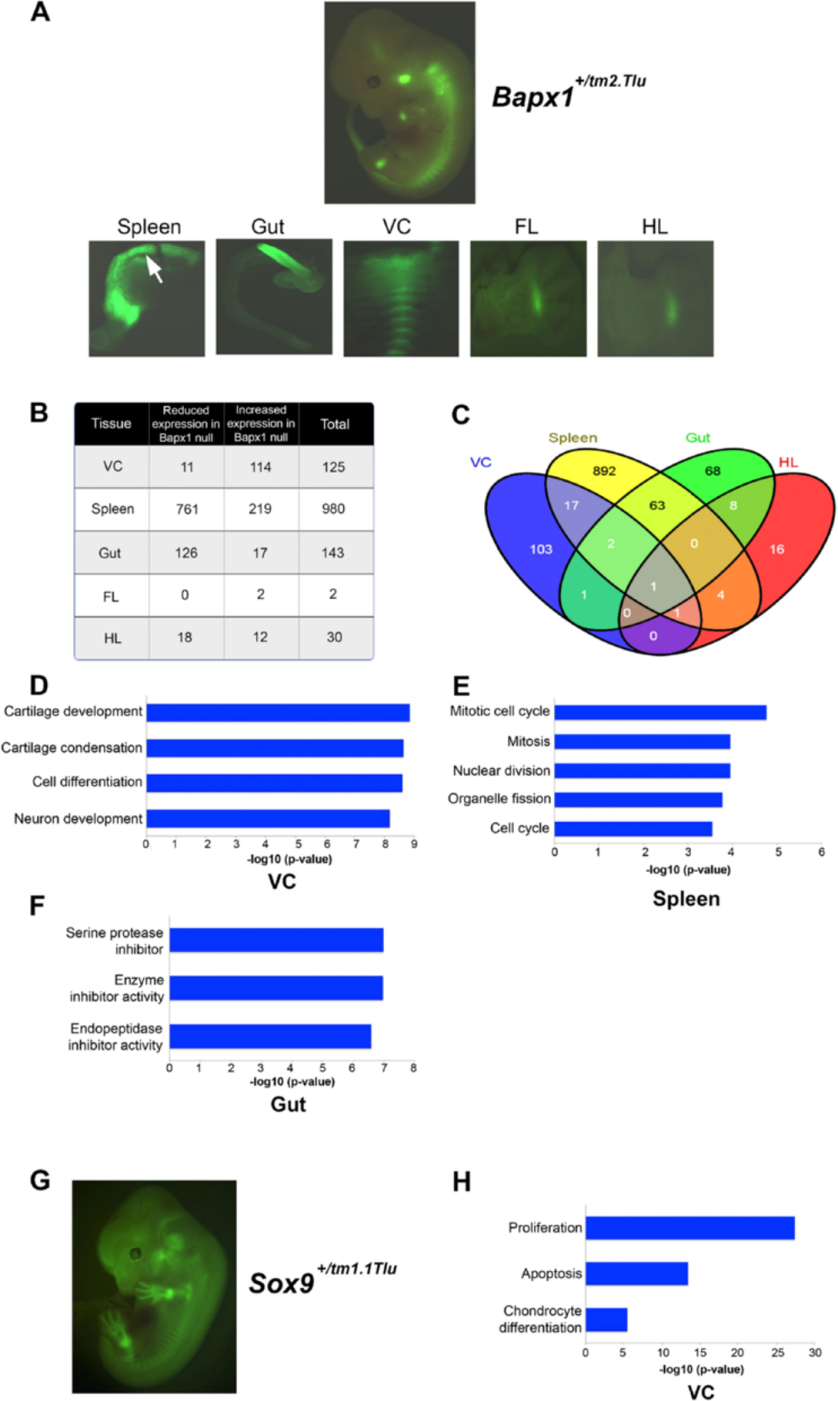
**Expression profiling of E12.5** ***Bapx1*** **and** ***Sox9*** **producing cells from embryos. (A)** Endogenous EGFP tagged E12.5 day whole embryo showing EGFP in domains of expression of *Bapx1* and the five distinct organs of expression- spleen, gut, vertebral column (VC), forelimb (FL) and hindlimb (HL). **(B)** Gene expression profiling of cells sorted from five organs in the wildtype embryo as compared to null showing Bapx1 can function as either an activator or repressor in these organs. **(C)** Venn diagram showing almost non-overlapping regulation in Bapx1 expressing organs. GO annotations of genes regulated by Bapx1 in vertebral column **(D)**, gut **(E)** and spleen **(F)** where the x-axis is -log10 (p-value). **(G)** E12.5 day whole embryo showing EGFP expression under the endogenous Sox9 promoter in expected domains. **(H)** GO annotations of genes regulated by *Sox9* in the vertebral column (VC) where the x-axis is -log10 (p-value).

### Identification of genes controlled by *Bapx1*in five different tissues

Since *Bapx1* is expressed in multiple tissues in the developing mouse embryo [6, 8, 10, 12, 13], we fine dissected the five principal *Bapx1* domains prior to FACS, namely: vertebral column, spleen, gut, forelimb and hindlimb (Figure 2A). At E12.5 the vertebrate hindlimb is slightly delayed in its development compared to the forelimb [17, 21–24]. To capture the distinct molecular events orchestrated by *Bapx1* in fore- and hindlimbs, we analyzed them separately. Our microarray analysis revealed that *Bapx1* controlled very different sets of genes in all of these five organs, with little overlap between each of the five tissues. While *Bapx1* affected a large number of genes (with >2 fold enrichment) in the spleen (n = 980), gut (n = 143) and vertebral column (n = 125), it controlled only a very limited number of genes in the hind- (n = 30) and forelimb (n = 2) (Figure 2B-C), an observation correlating with the of loss-of function phenotypes in spleen, gut and vertebral column and lack thereof in the limbs, although *Bapx1* is highly expressed during limb development [8–10], and *Bapx1* gain-of-function in the limbs results in polydactyly [13]. Mostly *in vitro* findings indicate primarily a repressive function for *Bapx1*[25–33] and in its absence one would expect increased expression of its primary target genes that it is responsible for silencing.

We then focused on the nature of the regulation by *Bapx1* in each of the three tissues with a loss-of function phenotype (spleen, gut and vertebral column) where *Bapx1* obviously has an important developmental role. In two of these tissues (spleen and gut) *Bapx1* was primarily an activator of downstream genes. We found in *Bapx1-*specific spleen cells 77% of the genes (761/980) and in *Bapx1-*specific gut cells 88% (126/143) of the genes showed decreased expression in the *Bapx1* null embryos. However, in the *Bapx1-*specific vertebral column cells 91% (114/125) of the genes were increased in expression in the *Bapx1* null embryo, indicating that the Bapx1 protein is primarily a repressor of genes during normal vertebral column development (Figure 2B-C & Additional file 1: Table S1) which is consistent with the *in vitro* findings for *Bapx1* mentioned above.

Though it is always possible in multi tissue studies that the varying levels of gene expression changes seen in different organs is a reflection of the different rate of development of each tissue, it is highly unlikely in this case specially in the spleen and limbs. Spleen starts developing as a separate tissue from the surrounding pancreatic mesenchyme at around E12.5 and the role of *Bapx1* in this organ is also important from this time point in development [34]*.* The expression of *Bapx1* in the limb is also first detected at E11.5 [17] and hence we are looking at organs at comparable stages of development. The expression of *Bapx1* in both gut and vertebral column is first detected at E9.5 [11, 17] and comparable numbers of genes are changing in the *Bapx1* null embryo at the stage under investigation. It is also noteworthy that almost 10 times more genes are changing in spleen compared to the gut or vertebral column pointing to the fact that correlation between developmental stage and impact of the loss of transcription factor in an organ can be at times tenuous.

### *Bapx1*represses inappropriate early maturation of chondrocytes

*Bapx1* prevents early maturation of chondrocytes in the vertebral column and its role in vertebral column development is its most studied function. The *Bapx1* null embryos die at birth exhibiting a truncated axial skeleton owing to the absence of ossification centers in the vertebrae, lack of cartilage condensations and a markedly reduced intervertebral disc formation [8–10]. During chondrogenesis, *Bapx1* is considered to primarily suppress the hypertrophic differentiation of chondrocytes [16], but the genes it regulates pertaining to this function are poorly understood. During endochondral ossification, mesenchymal cells of the condensation differentiate into chondrocytes, marked by their ability to secrete Collagen II, IX, XI and Aggrecan, while repressing Collagen type I production. Upon chondrocyte maturation, proliferation of the chondrocytes stops and they progress to hypertrophy, marked by the switch to the production of type X Collagen instead of type II. Terminal hypertrophic chondrocytes then secrete matrix metalloproteinases to degrade the cartilage matrix, facilitating vascular invasion that brings in osteoprogenitors for ossification [35].

During early axial skeleton development the somite segmentation proceeds from rostral to caudal [35]. Gene ontology (GO) analysis of data from E12.5 embryos using “Database for Annotation, Visualization And Integrated Discovery” (DAVID) [36, 37] revealed enrichment of cartilage condensation/development and neuron development genes. From this, it was evident that *Bapx1* controls key genes in cartilage development like *Uncx*, *Chad, Ctgf* and *Wwp2.* We observed down-regulation of these transcripts in the rostral vertebral column of *Bapx1*-null embryos by *in situ* hybridization (Figure 3A-J). Thus *Bapx1* impacts the level of expression of some chondrogenic genes, but is dispensable for their initiation of transcription. Furthermore, *Bapx1* positively regulates *Sox5*, which regulates extra cellular matrix genes typical for early chondrocyte differentiation like *Col2a1* and *Acan*, in conjunction with *Sox9* and *Sox6*[38, 39]. In this way, *Bapx1* indirectly regulates early chondrocyte differentiation.

**Figure 3:**
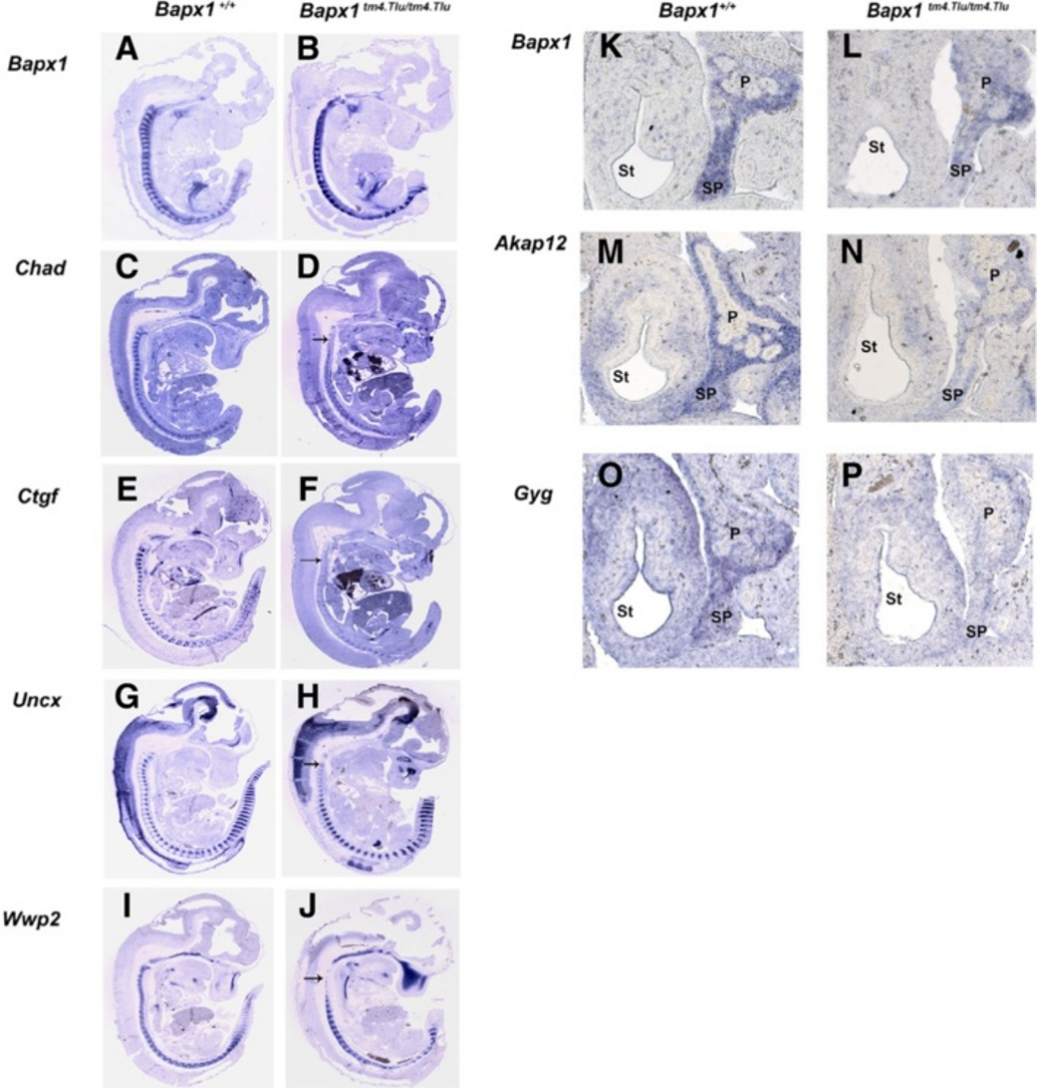
**Validation of Bapx1 target genes by RNA** ***in situ*** **hybridization.** RNA *in situ* hybridization for *Bapx1* regulated genes in E12.5 wildtype and *Bapx1* null embryos validating the expression profiling data for *Bapx1* **(A and B)**, *Chad* **(C and D)**, *Ctfg* **(E and F)** *, Uncx* **(G and H)**, *Wwp2* **(I and J)** in the vertebral column. The arrow marks the loss of expression of the genes in the rostral part of the vertebral column. Similar loss of expression is seen in the spleen of the null embryo for *Bapx1* **(K and L)**, *Akap12* **(M and N)** and *Gyg* **(O and P)**. Abbreviations: Sp, Spleen; St, Stomach; P, Pancreas.

At the same time *Bapx1* suppresses neural differentiation by inhibiting genes like *Alcam, Ntrk3, Corin* and *Dcx* and prevents premature osteogenesis by inhibiting osteoblast marker (*Col1a1)*, cartilage degradation genes with metallopeptidase activity (*Ctsk, Adamts4, Adamts2* and *Anpep*) and prevents blood vessel development by inhibiting *Klf5*, *Vegfc* and *Nrp1* (FC ≤ 1.5) (Figure 2D and Additional file 1: Table S1). Correspondingly, Ingenuity Pathway Analysis (IPA) analysis showed enrichment of genes in the Wnt and VEGF signaling pathways, as well as the inhibition of matrix metalloproteases (Additional file 2: Table S2). Wnt/B-catenin signaling is known to suppress chondrogenesis, and cartilage degradation and bone matrix formation are associated with chondrocyte maturation [40]. This points out that *Bapx1*, which largely functions as a repressor in the vertebral column, does not regulate the early differentiation of chondrocytes as much as it represses the inappropriate early maturation of these chondrocytes.

### *Bapx1*controls cell survival in the spleen

*Bapx1* has a strong effect on spleen morphogenesis given the *Bapx1* null embryos are asplenic at birth [8–10]. The underlying mechanism for this phenotype was unclear as genes controlled by *Bapx1* were previously largely unknown. Our transcriptional profiling of *Bapx1* specific spleen cells at E12.5 showed that wildtype *Bapx1* is an activator of a large number of genes involved in cell division and cell cycle like *Bmi1, Cdc14a, Cep55, Ccng2, Lats2, Ccne2, Top1, Stag2, Tfdp1 and Ckap2* (Figure 2E and Additional file 2: Table S2). Moreover, *Nkx2.5,* a known spleen anlage marker and a regulator of spleen growth through the inhibition of cell cycle inhibitor p15, was one of the targets in *Bapx1* null embryos showing loss of expression [41]. *Pdx1*, another spleen development marker is also known to regulate *Nkx2.5. Bapx1* regulates *Nkx2.5* as well, yet without affecting *Pdx1* itself, indicating the possible presence of a parallel pathway that converges at *Nkx2.5* to regulate proliferation of splenic primordial cells [41]. It is further possible that *Pdx1* is upstream of *Bapx1* and mediates *Nkx2.5* via *Bapx1*. Besides *Nkx2.5, Slc40a1* and *Bmi1* were activated by wildtype *Bapx1* and the loss-of function mouse mutants of these genes exhibit a hypoplastic spleen phenotype. Functional ablation of *Slc40a1*[42] results in increased splenocyte apoptosis while *Bmi1* is a cell cycle regulator, which shows impaired splenocyte proliferation upon knock-out [43], suggesting that these genes also mediate the cell viability function of *Bapx1* in the spleen.

IPA analysis predicted the proliferation of cells to be decreased (z-score: -3.922; p: 7.23E-11) while apoptotic genes were enriched (z-score: 1.256; p: 9.23E-06) (Additional file 2: Table S2). *In situ* hybridization showed the presence of remnant splenic primordial mesenchyme at E12.5 in *Bapx1*-null embryos, which is progressively lost with development, resulting in asplenia at birth (Figure 3K-P). Thus, the disruption of cell survival via the deregulation of cell cycle and apoptotic genes in the splenic primordial mesenchyme is likely causative for the hypoplasia of the spleen at E12.5 and its complete absence at later developmental stages in the *Bapx1* null mutants. IPA further revealed the enrichment of genes of the FGF signaling pathway, a pathway essential for cell survival, cell growth, differentiation, morphogenesis and angiogenesis. Other enriched genes included members of the ERK/MAPK signaling, epithelial adherens junction signaling, VEGF signaling and epithelial-mesenchymal transition pathways (Additional file 2: Table S2).

### Validation of novel *Bapx1*target genes during spleen development

We confirmed two genes with no previously attributed role in spleen development by section RNA *in-situ* hybridization (SISH). *Kinase (PRKA) anchor protein (gravin) 12 (Akap12)* previously described in the pancreas [44] was shown here to be expressed and controlled by *Bapx1* in the spleen (Figure 3M-N). Similarly *Glycogenin* (*Gyg)* previously described in the heart and lungs [45], was found to be expressed and controlled by *Bapx1* in the spleen as seen by a significant decrease in expression in the E12.5 day *Bapx1* null spleen (Figure 3O-P). The entire repertoire of genes regulated by *Bapx1* in the spleen would thus serve as a suitable database of splenic development genes for future investigation.

### *Bapx1*controls enzyme inhibitors and viability in the gut cells

*Bapx1* is the mammalian ortholog of the *Drosophila bagpipe*, a gene that is essential for directing the development of the fly visceral mesoderm into gut musculature [46, 47]. In contrast, *Bapx1* does not seem as critical during morphogenesis of the mammalian gut, given most of the previous knock-out studies failed to report a significant gut phenotype, except for a shortening of the antrum-pylorus segment and the loss of the pyloric constriction [8–10]. *Bapx1* expressing cells are reportedly present in the gut mesenchyme with a rostral boundary in the hind stomach, near the junction of the gastric corpus and antrum [11]. By analyzing genes under the control of *Bapx1* we defined its potential role in the gastrointestinal tract. Our GO annotation of genes clearly indicated that *Bapx1* primarily controls genes involved in endopeptidase and other enzyme inhibitor activities (Figure 2E). These include *KngI*, *Ambp*, *Serpina1B, SerpinaA6*, *Spink3* and *Itih3* among others. In analogy to the spleen our IPA analysis revealed that *Bapx1* regulates a significant proportion of proliferation (z-score: -3.054; p: 2.22E-05) and apoptotic genes (p: 3.01E-03) in the gut, thus explaining the shortening of the antrum-pylorus segment in the null embryo (Additional file 2: Table S2). Our genome wide transcriptional profiling revealed genes previously unknown to be controlled by *Bapx1* in the gut and the control of a physiological activity (enzyme inhibitory action) that has not been attributed to it previously. Furthermore, signaling pathways such as ERK/MAPK signaling, VEGF signaling and the epithelial-mesenchymal transition pathway were enriched in the gut similar to our observations in the spleen (Additional file 2: Table S2).

### *Bapx1-Sox9*act synergistically in the developing vertebral column

Previous *in vitro* analyses showed *Bapx1* and *Sox9* connect in an auto-regulatory loop and *Sox9* repressing *Runx2* via *Bapx1*, thereby preventing the inappropriate hypertrophic differentiation of chondrocytes [16]. Hence we investigated the regulatory targets of *Sox9* in the developing E12.5 vertebral column *in vivo*. Similar to our work regarding *Bapx1*, we enriched for *Sox9*-specific cells from the vertebral column of *Sox9*^*+/tm1.1Tlu*^ and *Sox9*^*-/-(EGFP)*^ E12.5 embryos using FACS (Figure 2G). Our microarray data on the *Sox9*-specific cells revealed that the Sox9 protein, unlike Bapx1, is neither an overt activator nor a repressor of transcription in the vertebrate column as 42.2% (1514/3593) genes showed decreased expression (FC1.5; p ≤ 0.05) compared to 57.7% (2073/3593) showing increased expression (FC1.5; p ≤ 0.05) in the *Sox9* null embryo relative to the *Sox9* wildtype embryo (Additional file 1: Table S1). IPA of these *Sox9* controlled genes revealed that most had known roles in chondrocyte differentiation (p: 3.43E-06), proliferation (p: 3.82E-28) and apoptosis (p: 3.92E-14) (Figure 2H and Additional file 2: Table S2) consistent with the known role of *Sox9* as a master regulator of osteo-chondrogenesis. Though many of the downstream genes are known to be involved in chondrogenesis through *in vitro* studies, our data demonstrates that *Sox9* regulates these genes *in vivo* in the developing mouse embryo at E12.5, a time when the developing skeleton is transitioning from mesenchymal condensations to a chondrogenic framework. Similar to the pathways regulated by *Bapx1* in the vertebral column, IPA analysis for *Sox9* regulated genes showed enrichment of the Wnt/B-Catenin and VEGF signaling pathways, and the inhibition of matrix metalloproteases (Additional file 2: Table S2).

With *Bapx1* and *Sox9* functioning in the same tissue and regulating similar pathways, the question arose whether these two transcription factors act on the same set of genes in a co-regulatory manner. Comparing Sox9 controlled gene expression with Bapx1 target genes allowed us to filter for chondrogenic genes, as *Bapx1* is naturally absent in the neural tube. We focused on three sets of genes: (1) common genes that are activated by *Sox9* but repressed by *Bapx1*, (2) genes repressed by both and (3) genes activated by both. For analysis of gene co-regulated by Sox9 and Bapx1 we have used a cut off of FC1.5 to make a larger gene set to avoid overlooking any gene which might be strongly regulated by one and weakly by other. We found 59 genes to be repressed by *Bapx1* and activated by *Sox9* all primarily involved in neurogenesis and neuronal differentiation like *Gbx2*, *Dbx*, *Nrn1* and *Ctnna2* (Figure 4A and Additional file 3: Table S3).

**Figure 4:**
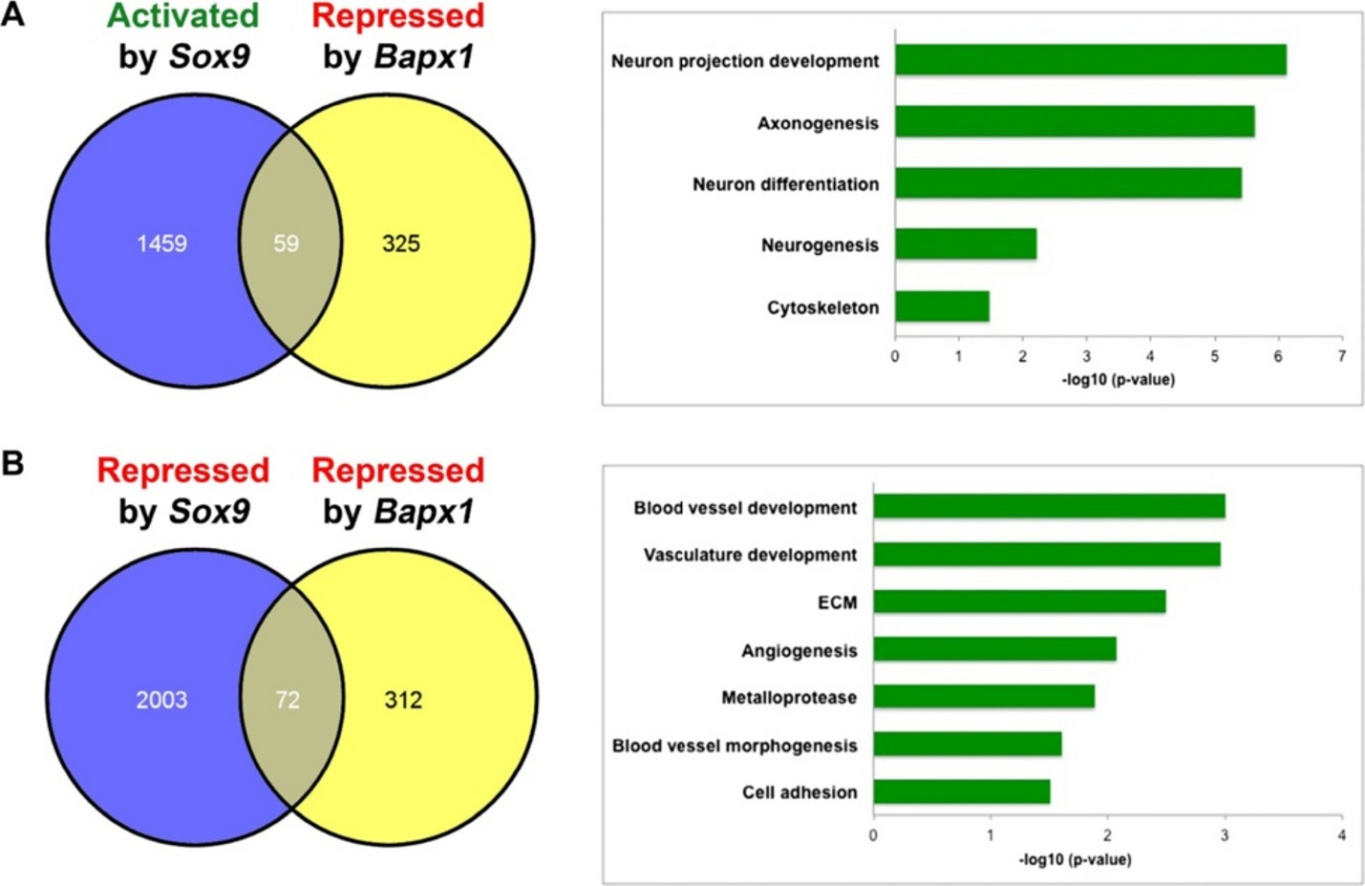
**Co-regulation by** ***Bapx1*** **and** ***Sox9*** **. (A)** Venn diagram showing the 59 common genes activated by *Sox9* and repressed by *Bapx1* in the vertebral column of E12.5 wildtype embryos and the GO annotation of those common genes, which are primarily neuronal markers. **(B)** Venn diagram showing the 72 common genes repressed by both *Sox9* and *Bapx1* in the vertebral column of E12.5 wildtype embryos and the GO annotation of those common genes.

Analyzing genes repressed by both transcription factors in the vertebral column, we found 72 genes, which included the osteogenic factor *Col1a1*, cartilage degrading metalloproteases (*Mmp11, Adamts2, Adamts4*) and most highly enriched, genes controlling blood vessel development (*Vegfc, Emcn, Nrp1*), an essential process during chondrocyte maturation [48, 49] (Figure 4B and Additional file 3: Table S3 ). Though the role of *Sox9* as a repressor of cartilage vascularization has been shown recently [50], our data suggests that *Bapx1* plays an equally critical role in this process. Thus by repressing these genes at an early time point in development it prevents premature ossification of the developing vertebral column. Moreover, *Bapx1* and *Sox9* function as activators on only six common target genes, including *Sox5, Wwp2, Chad* and *Ctgf*, which are all known to be involved in cartilage development [14, 50–52] (Additional file 3: Table S3).

Surprisingly, we did not detect *Bapx1* as one of the downstream targets of *Sox9* or vice versa at E12.5 in the vertebral column (Additional file 1: Table S1 and Additional file 3: Table S3). However, we found *Sox9* to be downstream of *Bapx1* in the spleen and gut tissue. Besides, *Bapx1* was clearly upregulated in the *Bapx1-null* embryos in the vertebral column (Figure 3A, B), indicating potential auto-regulation.

### Genome wide binding of Bapx1 and Sox9 proteins to DNA target sites in the vertebral column

The pool of differentially expressed genes from the expression profiling consisted of target genes that were regulated directly by Bapx1 and Sox9, and indirect target genes whose expression was altered owing to the loss of these two transcription factors affecting their upstream regulators (secondary effectors). To find genes directly controlled by Bapx1 and Sox9 proteins during vertebral chondrogenesis, we performed chromatin immunoprecipitation sequencing (ChIP-Seq) on vertebral columns dissected from E12.5 embryos. For Sox9, we performed ChIP-Seq with an anti-Sox9 antibody. However for Bapx1, owing to the absence of a suitable ChIP grade quality Bapx1 antibody, a mouse line with a S-Peptide and Calmodulin binding peptide (CBP) epitope tagged to Bapx1 at its N-terminus was generated (Figure 5A and Additional file 4: Figure S1) similar to other work we have described [53–56]. 

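The Sox9 experiment comprised 1 library made with the anti-Sox9 antibody and 1 control library made with IgG, both from E12.5 embryos. The paper names the vertebral column as the tissue, whereas the sample labels of this pair name the limb as well. With 1 library per condition, no spread between replicates could be measured, and every test describes these libraries only. For each library the authors deposited the positions of its uniquely mapped tags, each 35 bp long, and for the ChIP library they also deposited the peaks called with MACS against the control. The Sox9 library held 12784870 tags and the IgG library 13330825 tags, and neither held more than 1 tag at a position and strand. The labels give 14 rounds of PCR amplification for each library. The peak list gives each peak's position and summit, its count of tags, 10 times −log10 (p), the fold enrichment over the local background and a false discovery rate (FDR) in percent. MACS obtains the FDR from the peaks it calls with the ChIP and control libraries exchanged, and all of these values per peak are the authors'. Here the tags under the peaks were counted again in both libraries and scaled to the tags of each library on the chromosomes. Shares are given with exact binomial (Clopper-Pearson) 95% intervals and counts with exact Poisson intervals, which cover counting error only. The positions of both libraries did not match mm9, the assembly named in the paper's methods. In 94.4% of the 500-kb windows in which their tags could be aligned with those of the Bapx1 libraries, they were displaced by more than 1 kb. Coordinates were not converted between assemblies, so every distance from a Sox9 peak to a gene, a sequence or a Bapx1 peak carries this limit.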

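The Bapx1 experiment comprised 1 library from S-peptide tagged embryos and 1 control library from wildtype embryos, both pulled down with the anti S-Peptide antibody. The wildtype control therefore measures what the antibody precipitates where no tagged protein is present, although its sample title calls it an input. The paper gives about 100 E12.5 embryos and 2 mg of chromatin for this ChIP. The Bapx1 library held 24855032 tags and the wildtype S-peptide library 20704235 tags, again with no position and strand repeated. The files held the same kinds of values as those of Sox9, with the authors' MACS peaks called against the wildtype library, and their positions lay on mm9. Random expectations for the positions of peaks were drawn from the tags of the control library on the same chromosome, which keeps the uneven coverage of the genome, in 10000 draws. The smallest p that these draws can give is 0.0001.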

S-peptide is a 15 amino acid tag and CBP is a 26 amino acid tag, routinely used for protein purification purposes [57–59] and owing to their small size suitable for endogenous tagging of transcription factors in the mouse [53, 54]. Their absence from the wildtype mouse proteome allows for highly specific ChIP. The homozygous Bapx1 protein tagged mice we generated were phenotypically normal compared to their wildtype littermates, assuring normal biological activity of the tagged protein and thus allowed us to use the S-peptide antibody to pull down tagged Bapx1.

**Figure 5:**
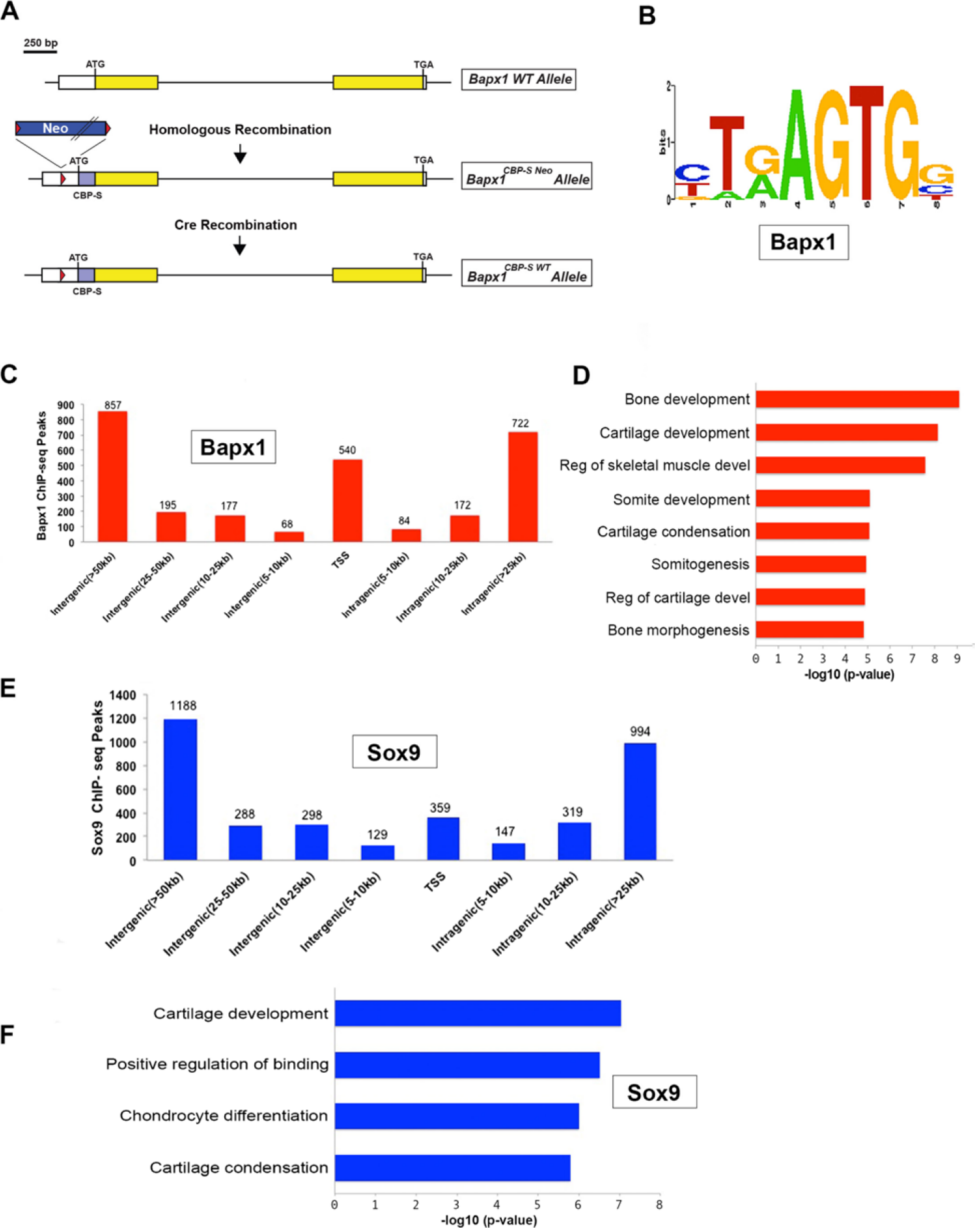
***In vivo*** **ChIP-Seq for Bapx1 and Sox9 in the vertebral column of E12.5 embryos. (A)** Targeting of the endogenous *Bapx1* locus with a CBP- S peptide tag to generate N-terminal tagged BAPX1 protein. **(B)** The Bapx1 binding site motif enriched in the top 1000 binding sites from ChIP-Seq. **(C)** Whole genome binding site distribution for Bapx1 in the vertebral column of E12.5 wildtype embryos. The number on top of each peak represents the total number of peaks found at that distance from the TSS. Note that most peaks are found distally from the TSS. **(D)** GO annotation of the nearest genes to the peak shows enrichment of genes expressed in chondrocytes. **(E)** Similar binding site distribution for Sox9 and **(F)** GO annotation for the nearest genes showing enrichment of genes expressed in chondrocytes, x-axis is -log10 (p-value).

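The list deposited for Bapx1 at the p cutoff of 1e-05 had a median peak length of 302 bp, a median of 20 tags per peak and a median fold enrichment of 8.32 by the authors' values. Its 2815 peaks covered 910340 bp and held 71163 tags of the Bapx1 library, 0.286% of its tags on the chromosomes, against 12821 tags of the wildtype S-peptide library, 0.0619%. Scaled to these totals, the ChIP tags in peaks exceeded the control tags 4.62-fold (exact binomial 95% interval 4.54 to 4.71). Counting 200 bp on either side of each summit in place of the peak gave 3.96-fold, the largest change among the alternatives for this ratio. Since the peaks were called from these same libraries, the ratio describes the list and does not test it. The authors' FDR had a median of 61.1% and a minimum of 11.8%, and 282 peaks (10.0%) had an FDR of at most 50%. No peak, 0 of 2815, passed an FDR of 5%, and 661 peaks passed a p of 1e-10. Among the 1000 peaks with the smallest p, the FDR of the last was 69.9%, which corresponds to 699 peaks called with the control over the ChIP at that p. The peak with the smallest p, at 1295 for 10 times −log10 (p), lay on chromosome 16 from 21796724 to 21797853 in an intron of 1300002E11Rik, and held 217 tags by the authors' count and 20 tags in the control, with an authors' FDR of 100%. The next lay on chromosome 12 from 37520209 to 37520833 between genes, with 176 tags and an FDR of 50.0%, and on chromosome 16 from 96069773 to 96070831 in an intron of 1600002D24Rik, with 188 tags and an FDR of 33.3%. The peak with the most tags, 338 against 59 in the control, lay on chromosome 8 from 125950187 to 125952651 in an intron of Gm20388 and had an FDR of 25.0%.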

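Distances were measured from each Bapx1 summit to the nearest TSS of the GENCODE annotation of mm9. Within 5 kb of a TSS lay 767 summits (27.2%, exact binomial 95% interval 25.6 to 28.9%). With the TSS of protein-coding transcripts only, the alternative that moved this share most, 591 summits (21.0%, 19.5 to 22.5%) lay within 5 kb.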

Using the model-based analysis for ChIP-Seq (MACS) algorithm [60] we detected 2815 Bapx1 peaks with 19% (540) of the binding sites located on the transcription start sites (TSS) of genes (Figure 5C). Interestingly a large proportion of the binding sites were distal from the TSS, with 37% (1052) located at >25 kb distally in the intergenic region and 26% (722) located >25 kb in the intragenic regions (Figure 5C). Likewise for Sox9, we identified 3722 peaks. 

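More than 25 kb from a TSS lay 1267 Bapx1 summits (45.0%, exact binomial 95% interval 43.2 to 46.9%). Of all the peaks, 984 (35.0%) were more than 25 kb away and outside the gene of the nearest TSS, and 283 (10.1%) were more than 25 kb away and inside it. The intergenic summits more than 50 kb from a TSS numbered 705, fewer than those within 5 kb. With protein-coding transcripts only, the share beyond 25 kb was 57.7%, with 1159 intergenic and 465 intragenic summits, and the intergenic summits more than 50 kb away numbered 927, more than those within 5 kb.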

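The list deposited for Sox9 had a median peak length of 347 bp, a median of 18 tags per peak and a median fold enrichment of 12.8 by the authors' values. The 3722 peaks held 93251 tags of the Sox9 library and 15143 tags of the IgG library over 1363864 bp, a ratio of 6.42 after scaling (exact binomial 95% interval 6.31 to 6.53). The largest departure came from counting 200 bp on either side of the summit, which gave 7.63. By the authors' FDR, with a median of 39.1%, 669 peaks passed 5%, and 1475 peaks passed a p of 1e-10. Both peaks with the smallest p, on chromosome 8 from 90239826 to 90240376 (193 tags by the authors' count, 7 in the control) and on chromosome 10 from 45582212 to 45582825 (180 tags, 5 in the control), lay in windows displaced against mm9, so the list's own coordinates are given and no gene is named for them. The next, on chromosome 8 from 8619381 to 8620106 with 175 tags, lay in a window with no displacement. The peak with the most tags, on chromosome 17 from 39451034 to 39456935, held 5120 tags and 4292 tags in the control.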

Similar to Bapx1, most of the binding sites were located distal to the TSS, with only ~ 10% (359) of the Sox9 binding sites at the TSS of various genes and 66% (2470) of the binding sites more than 25 kb distal to the TSS (Figure 5E). This shows that in midgestation embryos, critical transcription factors like Bapx1 and Sox9 tend to bind primarily to distal regulatory elements in order to direct downstream gene expression in target cells and tissues rather than activating transcription at the TSS. 

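Set against the mm9 annotation at the coordinates of the deposited list, 713 Sox9 summits (19.2%, exact binomial 95% interval 17.9 to 20.5%) lay within 5 kb of a TSS and 1750 (47.0%, 45.4 to 48.6%) more than 25 kb from one. Of the latter, 1354 were intergenic and 396 intragenic. With protein-coding transcripts only, 436 summits (11.7%) lay within 5 kb and 2270 (61.0%) beyond 25 kb. Since most windows of this pair were displaced against mm9, the shares were also taken over the 136 peaks in windows with no displacement, an alternative chosen after seeing the data. There 27 summits (19.9%, 13.5 to 27.6%) lay within 5 kb and 46.3% beyond 25 kb, against 19.0% within 5 kb over the 3310 peaks in displaced windows (two-sided Fisher's exact test, p = 0.824).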

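To compare with positions that carry no enrichment, 20 tags per peak were drawn at random from the control library on the same chromosome. Of 56300 tags drawn from the wildtype S-peptide library, 18.5% lay within 5 kb of a TSS and 50.4% beyond 25 kb, so Bapx1 summits were nearer to TSS than these tags by more than the counting error of the peaks. Of 74440 tags drawn from the IgG library, 18.9% lay within 5 kb and 48.4% beyond 25 kb. Both values fell inside the intervals of the Sox9 peaks at their deposited coordinates. Since the displacement against mm9 had a median size of 93450 bp, this comparison cannot tell whether Sox9 sites lie nearer to TSS than the control tags. From the numbers of binding sites at the TSS and more than 25 kb away, the paper concludes that Bapx1 and Sox9 bind mainly to distal regulatory elements in midgestation embryos.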

To ascertain which are potential Bapx1 direct targets in the vertebral column we looked at genes that are differentially expressed (fold change = 1.5) in the microarray dataset for the vertebral column and discovered that of all the genes that have a binding site within 100 kb of their TSS 84% are up-regulated in the *Bapx1-null*. This adds confidence to the data that the Bapx1 protein primarily acts as repressor in the vertebral column (Additional file 5: Table S4).

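Expression changes were taken from the paper's Table S1, and only the positions of peaks were measured here. Since every gene of Table S4 is in the list of genes changed more than 2-fold, that list was used, although the text names a fold change of 1.5. It holds 125 genes, 114 of them up-regulated in null embryos and 11 down-regulated, and 116 of the genes had a TSS in the annotation. A Bapx1 summit lay within 100 kb of the TSS of 36 genes, and 28 of these (77.8%, exact binomial 95% interval 60.8 to 89.9%) were up-regulated in null embryos. Of the 80 genes without a summit within 100 kb, 77 (96.3%) were up-regulated, a higher share (two-sided Fisher's exact test, p = 0.00357). The list changed more than 1.5-fold gave 100 of 112 genes (89.3%) with a summit and 251 of 259 (96.9%) without (Fisher's exact test, p = 0.00494), the alternative that moved the share most. Within 50 kb the shares were 86.4% and 91.5%, and the difference was not detectable (Fisher's exact test, p = 0.434). Peaks placed at random on control tags in 1000 draws came within 100 kb of a median of 31 genes, against 36 for the Bapx1 peaks (one-sided p of 0.172 over the draws). The up-regulated share among those genes had a median of 88.2% over the draws (the middle 95% of the draws ran from 77.4 to 97.1%), which gave a two-sided p of 0.0599 over the draws.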

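Among the genes of Table S4 that the paper names for the vertebral column, the nearest Bapx1 summit lay 31686 bp from the TSS of Bapx1 itself, which the annotation lists as Nkx3-2, 75870 bp from that of Uncx and 64699 bp from that of Chad. It lay 306478 bp from the TSS of Col1a1 and 594411 bp from that of Adamts2. The paper states that the share of up-regulated genes among those with a binding site near their TSS adds confidence to a role of Bapx1 mainly as a repressor in the vertebral column.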

We identified the previously reported Bapx1 binding motif T(G/A)AGTG [28], enriched in about 40% of the Bapx1 binding sites in the genome (Figure 5B) specifically near genes controlling cartilage and bone morphogenesis (Figure 5D). 

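The motif T(G/A)AGTG was searched on both strands within 50 bp of each Bapx1 summit in the sequence of mm9. It was present at 880 of the 2815 summits (31.3%, exact binomial 95% interval 29.6 to 33.0%). In windows of the same length 500 bp to the left and to the right it was present in 10.5% (two-sided Fisher's exact test, p = 6.39e-117). The 200 peaks with the most tags gave 44.5% and the 1000 peaks with the most tags 38.1%, the set used for the logo of Fig. 5B. Within 100 bp of the summit the share was 44.3%, with 20.1% in the flanks, and with the longer motif read from Fig. 5B it was 14.6%, the lowest of the alternatives, with 2.56% in the flanks. Windows at random control tags held the motif in 11.4%. The share of such sites near genes for cartilage and bone was not measured here, and the motif was matched as written in the text, without the MAST scan of the paper's methods.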

Notably, this motif was reported to be involved in chondrogenesis *in vitro*, in cell culture and chicken embryo explant assays [28, 29, 61]. 

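The share of summits with T(G/A)AGTG was 43.7% in the fifth of the peaks with the smallest p (563 peaks) and 23.4% (20.0 to 27.2%) in the fifth with the largest p. In the latter group the flanks held it in 10.7% (two-sided Fisher's exact test, p = 2.64e-11).

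**Figure D1:**
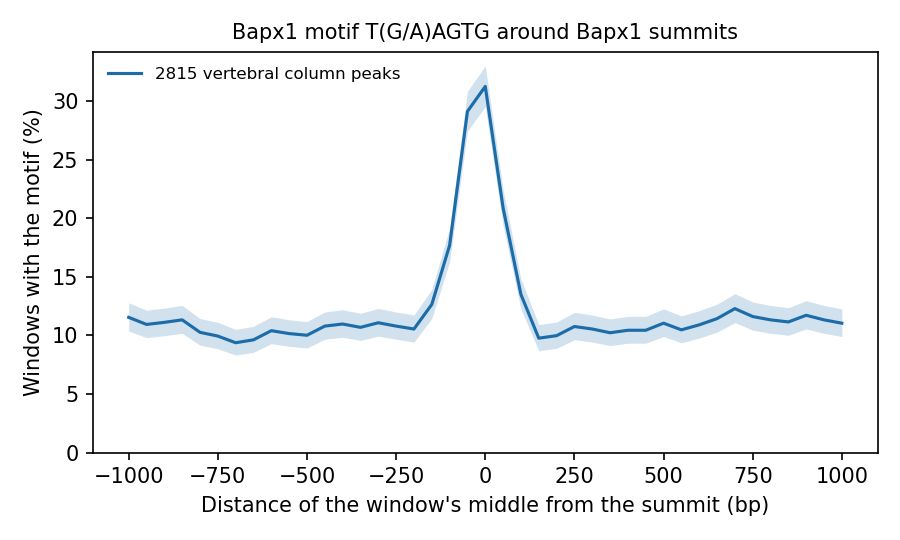
Share of windows of 100 bp that held the motif T(G/A)AGTG on either strand, in percent, against the distance of the window's middle from the summit in bp, for the Bapx1 peaks in the vertebral column. The line is the share over all peaks and the band its exact binomial 95% interval, and the share is highest at the summit.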

Our data is the first to demonstrate the *in vivo* binding of Bapx1 to genomic DNA by this motif in mouse embryo chondrogenic cells. We further validated the Bapx1 binding motif by performing electrophoretic mobility shift assays (EMSA) with four randomly selected genomic regions containing this motif (Additional file 6: Table S5). This allowed us to test the binding specificity of the motif in its native context. All four of the randomly chosen genomic regions containing the motif were able to bind Bapx1 *in vitro* (Additional file 7: Figure S2A). To further confirm the specificity of the motif, we mutated all the nucleotides of the core sequence of one of the regions by transversion and noted a complete abrogation of binding (Additional file 7: Figure S2B). We ascertained the specificity of this binding of the probe to Bapx1 using a supershift assay. We generated NIH3T3 cells overexpressing V5-tagged Bapx1 and used an anti-V5 antibody on nuclear extract for specificity and an anti-Flag antibody as a non-specific control. Our results showed a supershift with the anti-V5 antibody, whereas the addition of anti-Flag antibody had no effect on the shift (Additional file 7: Figure S2B). We further analyzed if some of the Bapx1 bound regions could act as enhancers in a transactivation assay using a luciferase reporter. We cloned seven randomly selected genomic regions (including the four tested in EMSA) (Additional file 6: Table S5) in a minimal promoter driven luciferase vector (pGL4.23) and co-transfected it with the V5-tagged Bapx1 vector into NIH3T3 cell lines. Five out of the seven regions showed activity over the basal level thus acting as an enhancer. To further test if the core-binding motif for *Bapx1* was necessary and sufficient for this activity we used mutated oligonucleotides for the core sequence in two of the regions. The mutated oligonucleotides failed to drive expression over the basal level, thus proving that the core Bapx1 motif is the essential component of these enhancers (Additional file 7: Figure S2C). Similarly, most of the genes nearest to the Sox9 binding regions were involved in chondrogenesis, validating the specificity of the data (Figure 5F). We also identified the DNA binding motif for Sox9 (A/T)(A/T)CAA(A/T)G that had been previously identified mostly by *in vitro* studies [62–64]. 

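The motif (A/T)(A/T)CAA(A/T)G was searched in the sequence of mm9 within 50 bp of each Sox9 summit at the deposited coordinates. It was present at 577 of the 3722 summits (15.5%, exact binomial 95% interval 14.4 to 16.7%) and in 14.3% of the flanking windows, a difference that was not detectable (two-sided Fisher's exact test, p = 0.0945). Over the peaks with an FDR of at most 5% the shares were 16.1% and 15.7% (Fisher's exact test, p = 0.796). Within 100 bp of the summit they were 28.4% and 26.5% (Fisher's exact test, p = 0.0358).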

Our data shows that Sox9 binds near genes involved in chondrogenesis in the developing mouse embryo by this same motif.

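The Sox9 peaks were also divided by whether the tags of their 500-kb window matched mm9, a split chosen after seeing the data. In windows with no displacement the motif was present at 47 of 136 summits (34.6%, exact binomial 95% interval 26.6 to 43.2%), against 12.1% of the flanks (two-sided Fisher's exact test, p = 2.71e-07). In displaced windows it was present at 492 summits (14.9%), against 14.4% of the flanks (Fisher's exact test, p = 0.526). The genes near the sites with the motif were not tested here.

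**Figure D2:**
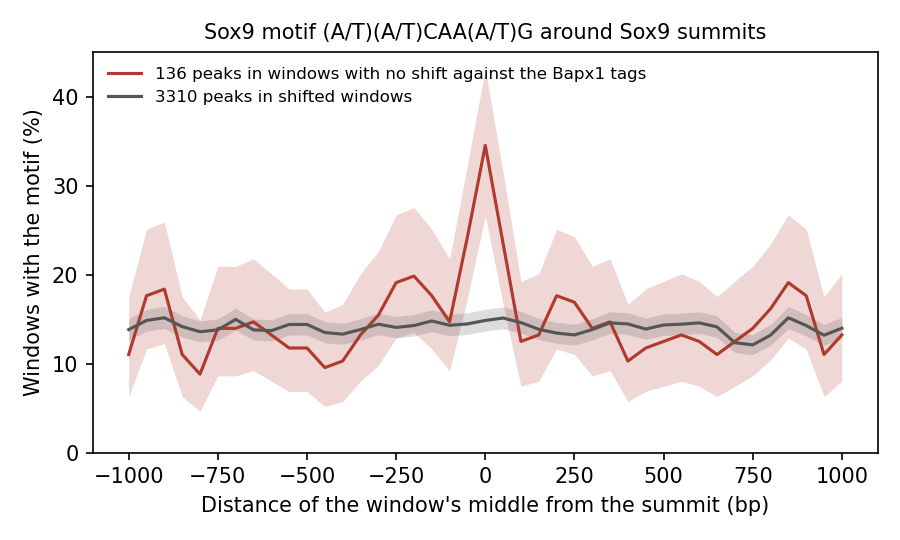
Share of windows of 100 bp that held the Sox9 motif (A/T)(A/T)CAA(A/T)G on either strand, in percent, against the distance of the window's middle from the summit in bp, for 136 peaks in windows with no displacement against the Bapx1 tags and 3310 peaks in displaced windows. Lines are shares and bands their exact binomial 95% intervals, and only the peaks without displacement show a maximum at the summit.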

### Direct co-regulation by Bapx1 and Sox9 in the vertebral column

Next we established how many of the genes in these groups have binding sites for both transcription factors within 200 kb of their TSS. 

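Table S6 lists 51 genes that are activated by Sox9 and repressed by Bapx1, each with the nearest peak of either list. Distances were measured from the start of the TSS window of the table to the centre of the nearest peak in the deposited lists. A Bapx1 peak lay within 200 kb at 15 of these genes and a Sox9 peak at 23, and both lay within 200 kb at 10 genes (19.6%, exact binomial 95% interval 9.82 to 33.1%). The distances printed in Table S6 give the same number of genes, 10. Random placements of both lists on control tags gave a median of 10 genes with both, so that the observed number was not higher than chance (one-sided p of 0.578 over the draws). Circular shifts of the peaks along each chromosome gave a median of 6 (one-sided p of 0.0509). With a limit of 1000 kb, the alternative that moved the number most, 40 genes (78.4%) had both, against a median of 42 at random. The Sox9 tags were displaced by more than 1 kb at all 48 of the genes for which a displacement could be estimated, with a median of 89100 bp, so the distances to Sox9 peaks are those at the deposited coordinates.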

Of the group of genes activated by Sox9 and repressed by Bapx1, 86% (51/59) had both the Bapx1 and Sox9 binding sites within 200 kb of their TSS (Additional file 8: Table S6). These genes represent potential primary targets of Bapx1 and Sox9, which are under opposite regulatory pressure in the vertebral column to maintain a distinct neuronal and osteo-chondrogenic identity in the developing embryo, they include genes like *Gata3, Ctnna2, Nrn1* and *Dcx*, whose knockouts have a reported neuronal phenotype [65–69] but have never been associated with a regulation by either Sox9 or Bapx1. 

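Of the genes named here, Nrn1 alone had both peaks within 200 kb at the deposited coordinates. Its TSS window in Table S6 starts at 36825823 on chromosome 13, the nearest Bapx1 peak (36648423 to 36648666, 14 tags) was centred 177279 bp away and the nearest Sox9 peak (36984425 to 36984673, 10 tags) 158726 bp away. The Sox9 tags of this region were displaced by 84400 bp against mm9. Moving the Sox9 peak by that displacement would take it away from the TSS and place it more than 200 kb from it. For Gata3 on chromosome 2 the nearest Bapx1 peak was 1822039 bp away and the nearest Sox9 peak 81498 bp, in a region displaced by 3800 bp. For Ctnna2 on chromosome 6 these distances were 803147 and 4023746 bp, with a displacement of 20500 bp, and for Dcx on chromosome X they were 1251370 and 1272305 bp, with a displacement of 1188150 bp. The paper proposes that the genes with both binding sites are primary targets of Bapx1 and Sox9 under opposite regulation.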

Our dataset thus connects Bapx1 and Sox9 downstream genes with a dual regulatory mechanism. Similarly, 78% (56/72) of the genes repressed by both Sox9 and Bapx1 had binding sites for both Sox9 and Bapx1 within 200 kb of their TSS (Additional file 3: Table S3 and Additional file 8: Table S6). These genes are also potential primary targets of both Sox9 and Bapx1, but repressed by both. This group includes the osteogenic, metalloproteinase and angiogenesis genes *Col1a1, Mmp11, Adamts4, Ctsk, Emcn* and *Nrp1*. 

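For the genes repressed by both factors, Table S6 lists 66 genes. A Bapx1 peak lay within 200 kb at 31 of them and a Sox9 peak at 29, and both lay within 200 kb at 17 genes (25.8%, exact binomial 95% interval 15.8 to 38.0%), which is also the number that the table's own distances give. Random placements on control tags gave a median of 13 genes (one-sided p of 0.134), whereas circular shifts along the chromosomes gave a median of 8 (one-sided p of 0.0012), so the outcome of the test depended on how the random expectation was made. Within 1000 kb both peaks were found at 51 genes (77.3%), against a median of 54 at random. At 60 of these genes the displacement of the Sox9 tags could be estimated, and it exceeded 1 kb at 57 and 200 kb at 24.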

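None of these genes had both peaks within 200 kb at the deposited coordinates, because the nearest Bapx1 peak was farther than that from each of them. Col1a1 (chromosome 11, TSS window from 94797083) had a Bapx1 peak at 306007 bp and a Sox9 peak of 71 tags (94771186 to 94771623) at 25679 bp, in a region where the Sox9 tags were displaced by 45200 bp. Mmp11 on chromosome 10 had them at 340251 and 69311 bp, with a displacement of 19050 bp. Ctsk on chromosome 3 had a Bapx1 peak at 430469 bp and a Sox9 peak at 651 bp, the shortest distance among the genes named, but the tags there were displaced by 281500 bp. The distances for Emcn were 513277 bp to Bapx1 and 223616 bp to Sox9, for Nrp1 527832 and 745553 bp, and for Adamts4 1275285 and 684082 bp, and the displacements were 274400, 362200 and 93450 bp in size.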

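Peaks of the Bapx1 and Sox9 lists were compared at their deposited coordinates, with an overlap of at least 1 bp counted as shared. Of the 2815 Bapx1 peaks, 13 (0.462%, exact binomial 95% interval 0.246 to 0.788%) overlapped a Sox9 peak, against a median of 3 when the Bapx1 peaks were placed at random on control tags (one-sided p of 0.0002 over the draws). With a reciprocal overlap of 50% the number was 7, and with centres within 5 kb, the alternative that moved it most, it was 100, against a median of 46. Most of the Sox9 positions were displaced against mm9, which limits this comparison. In windows with no displacement, a split chosen after seeing the data, 7 of 111 Bapx1 peaks (6.31%, 2.57 to 12.6%) overlapped a Sox9 peak, and in displaced windows 4 of 2473 (0.162%; two-sided Fisher's exact test, p = 6.41e-08).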

We looked for binding sites that were overlapping for both the transcription factors but failed to find any at this stage of development. This was not entirely unexpected since both are large transcription factors with distinct motifs thus it is slightly unlikely they could occupy a single enhancer without causing steric hindrance at the same time in development.

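Ranked by the p of the weaker peak of each pair, the first overlapping pair lay on chromosome 6 in an intron of Ppp1r9a, with a Bapx1 peak from 4932625 to 4932945 (33 tags) and a Sox9 peak from 4932552 to 4933053 (38 tags) whose summits were 24 bp apart. The next pairs were on chromosome 13, between genes, with a Bapx1 peak from 3708350 to 3708768 (37 tags) and summits 242 bp apart, and on chromosome 6 in an intron of Lep, with a Bapx1 peak from 29016234 to 29016738 (34 tags) and summits 55 bp apart. All of these pairs lay in windows with no displacement. The authors' FDR of the Bapx1 peaks in these pairs was 42.2, 59.8 and 61.8%. Having found no overlapping sites, the paper proposes that both factors, being large and having distinct motifs, are slightly unlikely to occupy a single enhancer at the same time without steric hindrance.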

Our results show that combining genome wide data for binding and transcriptional profiling of two critical transcription factors (Bapx1 and Sox9) in a single organ can lead to a detailed understanding of the diverse levels of regulation involved in its organogenesis. Some neuronal genes were found under a competing control mechanism, receiving both positive and negative inputs: primarily neuronal genes and genes controlling processes essential for chondrocyte maturation were repressed in chondrocytes and those promoting chondrogenesis were activated by both Bapx1 and Sox9 (Figure 6A). Finally by assembling information from all the genes regulated by Bapx1 and Sox9 either directly or indirectly a large-scale integrative gene regulatory network could be delineated (Figure 6B).

**Figure 6:**
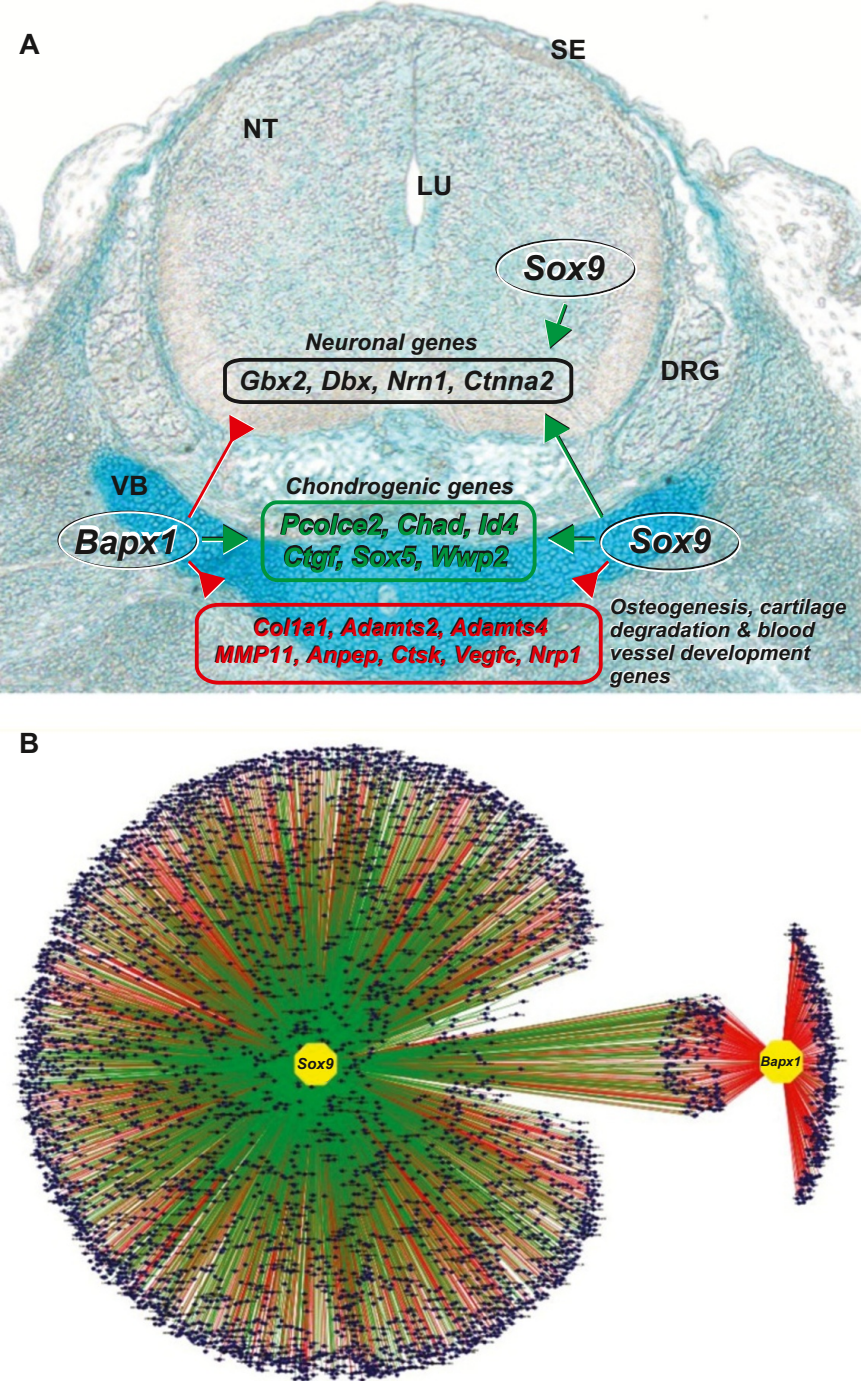
**A gene regulatory network in vertebral column driven by** ***Bapx1*** **and** ***Sox9*** **. (A)** Three layer mechanism of genomic control in the vertebral column by *Bapx1* and *Sox9. Bapx1* suppresses neuronal genes whereas *Sox9* activates them; both activate chondrogenic genes whereas both suppress genes involved in osteogenesis, cartilage degradation and blood vessel development. **(B)** A large gene regulatory network in the vertebral column of genes that are either activated (green lines) or repressed (red lines) by *Sox9* and *Bapx1*. Each blue dot represents a gene and the common regulated genes are in the center on the network connected to both *Sox9* and *Bapx1*.

## Discussion

It is becoming increasingly clear that an in-depth understanding of organogenesis in vertebrates will require comprehensive systems biology approaches to tease out all the players in various pathways and integrate them into a mechanistic network. Gene expression profiling coupled with genome wide binding studies for particular organs have over the years shed some light on these complex processes [70, 71]. However, transcriptome analysis of an entire tissue or organ only gives a broad and often confusing picture of the precise transcriptional changes taking place during development owing to a large heterogeneity of different cell types that comprise individual tissues that make up a functional organ. By conducting expression profiling only on cells that express a particular set of transcription factors we generated a highly focused dataset elucidating pleiotropic roles played by the transcription factors in organogenesis.

We have analyzed five different organs expressing the *Bapx1* gene to explain the disparate roles it plays in each of them. Although the pleiotropic role of *Bapx1* was known and many phenotypes defined, our approach is the first large-scale effort looking at all the major tissues expressing *Bapx1*. This allowed us to make connections between many new genes previously unknown to be controlled by *Bapx1*. The large scale dataset generated enabled us to place these genes within pathways they control, essentially explaining the lack of a limb phenotype, the absence of an overt morphological phenotype in the gut and the impact on cell cycle regulation in the spleen leading to asplenia in the *Bapx1* loss-of-function mice. Importantly, *Bapx1* largely regulates different genes and pathways in the different tissues to execute its pleiotropic roles. Interestingly, spleen and gut tissue, which are closely associated during gastrointestinal development [72] share more similar pathways with each other than with vertebral column tissue. Indeed, among the five tissues, spleen and gut share the most number of common genes. Intriguingly, while Bapx1 represses VEGF signaling in the vertebral column and gut, it is largely activated in the spleen. The spleen is a repository of red blood cells and its development involves vascularization that allows the infiltration of lymphoid progenitors as early as E12.5-E13.5 [73]. Hence, positive regulation of angiogenesis in the spleen is not too surprising. At the same time, consistent with its role in preventing premature endochondral ossification, Bapx1 inhibits VEGF signaling in the vertebral column.

The formation of gene regulatory networks in vertebrate development continues to be a long arching goal of developmental biology. Yet, to establish such detailed maps, many times input from more than one transcription factor is required. Hence, we co-analyzed in similar fashion cells specific for *Sox9*, another key transcription factor during chondrogenesis and vertebral column development. Combining the genes regulated by Bapx1 and Sox9 in the vertebral column we have generated a network of genes activated and/or repressed by these transcription factors during the fine tuned process of organogenesis. We have identified 137 genes co-regulated by these two transcription factors providing insight into some of the mechanisms employed during chondrocyte maturation; there is a group of neuronal genes, which are acted upon antagonistically by *Bapx1* and *Sox9,* chondrogenic differentiation genes which are activated by both *Sox9* and *Bapx1,* and a group of genes which are repressed by both *Sox9* and *Bapx1* that are involved in processes essential for hypertrophic chondrocyte differentiation. Furthermore, *Bapx1* and *Sox9* contribute to several similar pathways during vertebral column development, especially the repression of osteogenic differentiation and cartilage degradation. We also studied the genome wide binding of Bapx1 and Sox9 in vertebral column tissue to identify potential primary target genes. Our ChIP-Seq data revealed that although Bapx1 and Sox9 bound to the TSS of some genes, the majority of the genes regulated by these two transcription factors had their binding sites distal to the TSS, highlighting the fact that during the midgestation development in mouse embryos many critical transcription factors bind to distal *cis*-regulatory elements.

## Conclusions

In all we have managed to create a comprehensive list of genes controlled by a single transcription factor namely Bapx1 from five different tissues, explaining its diverse roles and the various genetic pathways Bapx1 contributes to. This is the first study analyzing all major Bapx1 dependent organs in molecular detail and providing explanations for the phenotypes observed in the loss-of-function animals. Many of the here identified target genes were previously unknown to be either directly or indirectly regulated by *Bapx1* owing to a lack of feasible strategies for determining downstream effectors on a genome wide scale. This genomic resource and the underlying mechanisms uncovered will form the basis for a deeper understanding of the complex process of organogenesis in the developing mammalian embryo.

## Methods

### Ethical statement

All animal procedures were performed according to the Singapore A*STAR Biopolis Biological Resource Center (BRC) Institutional Animal Care and Use Committee (IACUC) guidelines which are set by the National Advisory Committee for Laboratory Animal Research (NACLAR). The IACUC protocols employed were reviewed and approved by the aforementioned committee before any animal procedures were undertaken for this study described here (IACUC Protocol No: 110689 and 110648). The mouse strains used in this study were housed, maintained and provided by the A*STAR Biopolis Biological Resource Center. The lines described here will be made available to the research community upon acceptance of the manuscript.

### Gene targeting and mouse generation

The over 160 kb murine BAC clone RP24-148P5 containing genomic C57BL/6 J DNA flanking the *Bapx1* gene was obtained from the BACPAC Resources Centre at Children’s Hospital Oakland Research Institute (CHORI) and modified using a Quick and Easy BAC modification kit (Gene Bridges) according to the manufacturer’s instruction. The *Bapx1*^*tm2.Tlu*^ allele was generated as described in [17] to generate wildtype mice expressing EGFP in the *Bapx1* domains. The *Bapx1*^*tm4.Tlu*^ allele was generated by inserting the EGFP-FRT-PGK-gb2-Neo-FRT cassette immediately after the translational start codon of *Bapx1*, deleting 90 bp of the endogenous sequence to create the *Bapx1* null mice expressing EGFP. The gene targeting events were confirmed by Southern blotting and for each allele, at least two independent ES cell clones with normal karyotype were subsequently microinjected into 2-8-cell stage embryos isolated from C57BL/6 mice to generate chimeric mice as previously described [74]. The chimeric mice were bred to wildtype mice to generate stable lines. The *FRT*-flanking neomycin cassette in the targeted *Bapx1* allele was removed by breeding to the *FLPe*–deleter mice 129S4/SvJaeSor-*Gt(ROSA)26Sor tm1(FLP1)Dym /*J (Stock # 3946) from Jackson Laboratories [75, 76]. Routine PCR genotyping of *Bapx1* lines was performed as essentially described in [17].

### Sorting Bapx1-EGFP cells from mouse embryos

The mouse embryos were harvested in ice-cold Leibovitz L-15 medium (Gibco) at E12.5. Embryos expressing EGFP in the *Bapx1*-expression domains were identified under a fluorescent dissection microscope (Leica). The embryos were dissected to separate out the vertebral column, spleen, gut, hindlimb and forelimb, which were then separately dissociated into single cells with a solution comprising of 100U/ml Collagenase I & II, 50U/ml DNAse and 0.05% Trypsin (Invitrogen). The cells were filtered serially through a 100uM and 40uM cell strainer, and centrifuged at 2000 rpm for 5 min. The cell pellet was resuspended in 5% FBS, 4 mM EDTA in Leibovitz L-15 medium for cell sorting using FACSAria (BD Biosciences).

### Gene expression microarrays and analyses

Total RNA was extracted form 4 biological replicates for both wild type and null embryos for each of the tissues. Each biological replicate was isolated from each population of sorted cells using TRIzol (Invitrogen) followed by the RNeasy Micro Kit (Qiagen). Sample integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). 25 ng total RNA from each sample was labelled using TargetAmp™-Nano Labelling Kit for Illumina Expression BeadChip (Epicentre Biotechnologies) and hybridized on MouseWG-6 v2.0 Expression BeadChip microarrays (Illumina) according to Illumina guidelines. GenomeStudio software (Illumina) was used to prepare background-subtracted data. The background-subtracted data was then imported into Partek Genomics Suite (Agilent) and the data normalized. The probe intensities from various biological replicates were normalized using scale normalization using median absolute deviation as a spread measure. This was further filtered on percentile (lower 20 and upper 100) by expression of probe sets without averaging over replicates. These consistent probe sets, which passed this filter, were further used to calculate gene expression changes between different conditions. ANOVA with nominal alpha value set to 0.05 was then used to determine the probe sets significantly different between the different genotypes compared. Benjamini and Hochberg Multiple testing correction was applied to reduce the false positive rate, and probe sets with expression fold change >2.0 or >1.5 between the different genotypes were selected for further validation and analyses. All data has been deposited in Gene Expression Omnibus (GEO) under accession number GSE35877. Ingenuity Pathway Analysis (Ingenuity® Systems, http://www.ingenuity.com) and DAVID (http://david.abcc.ncifcrf.gov/) gene ontology analyses were performed using the respective web-based tools.

### ChIP-assay and peak calling

For Bapx1 ChIP vertebral columns from ~100 E12.5 (both S-peptide tagged and wildtype each) embryos were dissected and 2 mg of chromatin was used for ChIP as previously described [77] with anti S-Peptide antibody (Bethyl laboratories, A190-134A). For Sox9 ChIP anti-Sox9 antibody (R&D Systems, AF3075) was used for immunoprecipitation. 10-15 ng of purified ChIP DNA from each sample was used to synthesize the sequencing library as instructed by the ChIP-Seq DNA sample Prep Kit (Illumina). The libraries were then subjected to Solexa sequencing according to Illumina’s instruction. 

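The deposited positions of the tags were compared with the sequence of mm9. In stretches of unknown sequence of mm9, where no read can be mapped, lay 79 tags of the Bapx1 library and 76 of the wildtype S-peptide library, against 66520 tags of the Sox9 library and 74475 of the IgG library. Beyond the ends of the mm9 chromosomes lay another 4969 and 4788 tags of the latter pair. The tags of the Sox9 and IgG libraries, summed in bins of 50 bp, were then aligned with those of the Bapx1 pair in windows of 500 kb, a comparison chosen after these counts were seen. A clear alignment was found in 4668 of 5030 windows, and 248 of these (5.31%) had no displacement within 100 bp. The median size of the displacement was 93450 bp and the largest 2040600 bp, and it exceeded 200 kb in 1551 windows (33.2%). On chromosome 14 it ranged from 1216000 to 2040600 bp and on chromosome 15 from −15000 to 3200 bp. The displacement changed in steps along a chromosome, as on chromosome 6, where 55 windows between 3000001 and 30500000 had none and 12 windows between 31000001 and 37000000 had a median of 19850 bp. The libraries deposited for NIH3T3 cells, treated the same way, had no displacement in 4639 of 4649 clear windows (99.8%) and at most 150 bp in the others. In simulated data from a single chromosome, with windows across a step left out, 97 of 108 windows gave a clear alignment and all 97 were right. Which assembly holds the Sox9 and IgG positions was not determined.

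**Figure D3:**
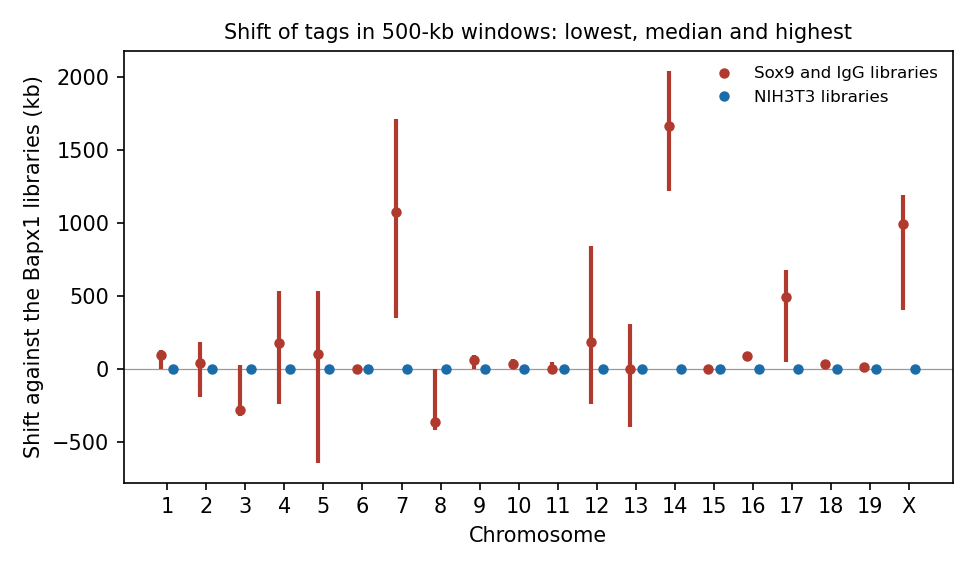
Displacement of tags in 500-kb windows against the tags of the Bapx1 and wildtype S-peptide libraries, in kb, for each chromosome, for the Sox9 and IgG libraries and for the NIH3T3 libraries. Points are medians and bars run from the lowest to the highest clear window, and the Sox9 and IgG libraries depart from 0 on most chromosomes while the NIH3T3 libraries do not.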

Sequence reads produced by Illumina Genome Analyzer II/IIx that passed the signal purity filtering were mapped to the mouse genome mm9, using the Illumina Genome Analyzer Pipeline. All uniquely mapped reads that are with two or fewer mismatches were retained. 

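The headers of the authors' peak lists give a tag size of 35 bp, ranges of 1000, 5000 and 10000 bp for the regional lambda, and a model fold of 10. The fragment length that MACS estimated was 77 bp for the Bapx1 library and 87 bp for the Sox9 library. In either list the weakest peak had a value of 50.0 for 10 times −log10 (p).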

Genomic binding sites in the ChIP-Seq datasets were identified using the peak calling algorithm MACS (version 1.4.0 beta) with default settings (band width = 300, model fold = 10, 30, p-value cutoff = 1.00e-05, range for calculating regional lambda = 1000 and 10000 bps) [62]. The corresponding control libraries were used for all the peak callings. For Annotation of the ChIP-Seq peaks, first the TSS of the nearest Refseq gene nearest to peaks were found, then the distance from nearest TSS was found and reported. 

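The annotation used here was GENCODE's for mm9, with 37273 genes and 86842 TSS, of which 45968 belong to protein-coding transcripts. The median distance from a summit to the nearest TSS was 19319 bp for Bapx1, against 25479 bp for tags drawn from its control library. For Sox9, at the deposited coordinates, it was 22280 bp, against 23361 bp for tags of the IgG library.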

If the peaks resided in intragenic region of nearest gene it was called “intragenic”, otherwise “intergenic”. If the peaks resided within 5000 bp of TSS they were called as “promoter” peaks. 

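With the same limit of 5 kb, the classes next to the promoter peaks held 145 intergenic and 123 intragenic Bapx1 summits at 5 to 10 kb, and 334 and 179 at 10 to 25 kb. Sox9 had 242 intergenic and 186 intragenic summits at 5 to 10 kb and 544 and 287 at 10 to 25 kb.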

All data has been deposited in Gene Expression Omnibus (GEO) under accession number GSE35877 and also provided in BED format (Additional file 9: Table S7).

### Motif analysis

Peaks called by MACS were ranked according to the total tags count as defined in the MACS output file. The top 200 peaks were used for motif analysis and the repeat masked genome sequence +/- 50 bp from the summit of these 200 peaks was downloaded from the UCSC genome browser (http://genome.ucsc.edu/). After masking repeats to N, we performed *de novo* motif finding using MEME ver. 4.3.0 with the sequences. MAST was used to scan for the occurrences of the primary *de novo* motif obtained using all the sequences +/-50 bp of the ChIP-Seq peak summit. The cut off for motif match in MAST used was the default p = 1.0e-4.

### Gene enrichment test for regions bound by Bapx1 and Sox9

We submitted the analyzed ChIP-Seq data as bed format to Genomic Regions Enrichment of Annotations Tool (GREAT) [78] version 1.8 with the following parameters- Species assembly-mm9 and Association rule-Single nearest gene: 100,000 bp maximum extension, curated regulatory domains included.

### RNA *in-situ*hybridization

*In situ* hybridizations were performed using DIG labeled RNA probes as previously described [17]. For analysis of the vertebral column the E12.5 embryos were sectioned through the sagittal plane and for analysis of the spleen through the dorsofrontal plane.

### Luciferase reporter assay and EMSA

Luciferase assay was performed to determine the transcriptional activation property of some of the binding sites bound by Bapx1. Mouse *Bapx1* full-length cDNA (40131175, Openbiosystems) was cloned upstream of the V5-tag in the pcDNA6/V5-HisABC vector (Invitrogen). 400 ng of firefly luciferase vector (pGL4.23, Promega Corporation) containing the binding sites, 500 ng each of *Bapx1* expression vector, and 2 ng of Renilla luciferase vector (transfection control) was transiently transfected into mouse fibroblast cell line (NIH/3 T3) (5 – 6 × 10^4^ cells/well) using 6ul of FuGENE HD transfection reagent (Roche Diagnostic, USA), in 100 μl of OPTI-MEM I medium (Invitrogen, USA). The cells were grown for 48 hours and the luminescence was measured using Dual Luciferase Reporter Assay System on a Glomax multidetection system Luminometer as per manufacturer’s instructions (Promega Corporation).

Electrophoretic mobility shift assays were performed as previously described [79]. Briefly V5 tagged Bapx1 vector was transfected in NIH/3 T3 cells using FuGENE HD transfection reagent. Cells were harvested 48 hours post transfection and nuclear proteins were extracted using the NE-PER nuclear and cytoplasmic extraction kit (Thermo Scientific, USA). EMSAs were carried out using 10 nM DNA probes modified with 5’ Cy5 labels (Sigma Proligo) incubated with 10ug nuclear extracts. For supershift assays the probe and the nuclear extract were incubated with 1ug of V5 antibody (ab15828, Abcam) or Flag (F7425, Sigma) was used as a non-specific antibody.

### Gene regulatory network

The gene regulatory network was constructed using Cytoscape [80], by considering all genes that are showing >1.5 fold change in the microarray (activated as well as repressed).

## Electronic supplementary material

Additional file 1: Table S1: *In vivo* gene expression changes. Obtained from microarrays on gene specific cell lineages obtained from wildtype and loss of function vertebrate columns at E12.5. Gene expression changes in all five tissues with >2 fold difference for *Bapx1* and >1.5 fold difference for *Sox9* and *Bapx1*.

Additional file 2: Table S2: Ingenuity Pathway Analysis. Ingenuity Pathway Analysis of *Bapx1* in the spleen, vertebral column and gut and *Sox9* in the vertebral column.

Additional file 3: Table S3: Genes co-regulated by *Sox9* and *Bapx1* in vertebral column. Common genes either repressed by both *Sox9* and *Bapx1*, activated by *Sox9* and repressed by *Bapx1* or activated by both in the E12.5 vertebral column >1.5 fold.

Additional file 4: Figure S1: Targeting of the murine *Bapx1 locus.* N-terminal targeting of the murine *Bapx1* locus with an S-peptide/CBP tag.

Additional file 5: Table S4: Genes with Bapx1 binding site within 100 kb of the TSS.

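Table S4 lists 32 genes, 27 of them repressed and 5 activated by Bapx1 according to the paper's expression arrays. A summit of the deposited Bapx1 list lay within 100 kb of the nearest annotated TSS for 24 of these genes, 19 of them repressed. For the other 8 genes, Cxcl13, Col1a1, Adamts2, Rxfp3, Abca8a, Unc13b, Abca9 and Arhgap20, the nearest summit was farther away, from 141905 bp for Rxfp3 to 1960917 bp for Cxcl13.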

Additional file 6: Table S5: Probe and DNA binding sequence for the EMSA and luciferase assays.

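Each of the 7 regions of Table S5 is 100 bp long, contains the motif T(G/A)AGTG and lies inside a Bapx1 peak of the deposited list, and each probe of 36 bases was found in it exactly in the sequence of mm9. Over the 7 regions together the Bapx1 library held 66 tags (exact Poisson 95% interval 51.0 to 84.0) and the wildtype S-peptide library 10 tags (4.80 to 18.4). Counting 500 bp around the middle of each region gave 228 and 45 tags. Because the regions lie in peaks called from these same libraries, an excess over the control was fixed by that choice, and the counts are given without a test. Region R1, on chromosome 15 from 83509181 to 83509280 in an intron of Scube1, has the probe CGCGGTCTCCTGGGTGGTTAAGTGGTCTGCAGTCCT on the minus strand. It lies in a peak from 83508569 to 83509338 with 83 tags, which ranked 30 by tags, and its 100 bp held 7 tags against 1 in the control. Region R2, on chromosome 8 from 86628822 to 86628921, lies 210 bp from the TSS of Dcaf15 in a peak of 37 tags, with the probe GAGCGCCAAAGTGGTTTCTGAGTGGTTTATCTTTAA on the minus strand and 11 tags against 1. Region R3, on chromosome 1 from 163947278 to 163947377 in an intron of Pigc and an exon of Dnm3, contains the motif 2 times, in the probe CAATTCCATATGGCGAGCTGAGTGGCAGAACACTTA, and also held 11 tags against 1. Region R4, on chromosome 17 from 5960252 to 5960351 in an intron of Synj2, has the probe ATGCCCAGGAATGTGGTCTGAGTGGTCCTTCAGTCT and held 13 tags against 0.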

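Among the other regions, R5 is on chromosome 11 from 113055616 to 113055715 in an intron of 2610035D17Rik, with the probe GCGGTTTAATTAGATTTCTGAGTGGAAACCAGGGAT on the minus strand and 8 tags of the Bapx1 library against 3 of the control. R7, on chromosome 15 from 83002712 to 83002811 in an untranslated region of Cyb5r3, lies 129 bp from its TSS, with the probe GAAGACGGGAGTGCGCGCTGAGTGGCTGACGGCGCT and 7 tags against 4. The peaks that hold the regions other than R1 had between 21 and 37 tags and an authors' FDR between 53.8 and 70.1%, whereas that of R1 had an FDR of 19.2%.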

Additional file 7: Figure S2: EMSA and Luciferase assay Bapx1 bound genomic regions. (A) EMSA gel showing shifting of four different probes (black arrow) containing genomic loci with the Bapx1 binding motif in presence of nuclear extract containing over-expressed V5-tagged Bapx1. FP, free probe. (B) Gel showing mutant probe (MT) with no shift, and incubation with V5 antibody (V5Ab) resulting in a supershift (black arrow) and no supershift with a non-specific Flag antibody (FlagAb). The white arrow indicates the shift. (C) Luciferase assay with seven genomic regions containing the Bapx1 binding motif (R1-R7) and two mutant probes (M1-M2) for regions R3 and R7.

Additional file 8: Table S6: Binding site distance from the TSS. Binding site distance from the TSS for *Bapx1* and *Sox9* near genes co-regulated by both in vertebral column.

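For each gene, Table S6 gives a TSS window of 1000 bp, the nearest peak of each factor and the signed distance from the TSS to it. The Bapx1 and Sox9 peaks printed for all 51 and 66 genes have the coordinates of the deposited lists. For 114 of the 117 genes the TSS window held a TSS of the mm9 annotation, so the genes and the Bapx1 peaks of the table are on mm9, whereas the Sox9 coordinates are those of the displaced list. Among the genes repressed by both factors 3 lay in windows with no displacement, and none of those activated by Sox9 did.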

Additional file 9: Table S7: ChIP coordinates in BED format.

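The first 1998 of the 2815 Bapx1 peaks and the first 1999 of the 3722 Sox9 peaks in Table S7 were read here, and each had the same coordinates as a peak in the deposited lists. No Bapx1 peak and 18 Sox9 peaks overlapped a stretch of unknown sequence of mm9.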

## Abbreviations

CBP: Calmodulin binding peptide
ChIP-Seq: Chromatin immunoprecipitation sequencing
EGFP: Enhanced green fluorescent protein
EMSA: Electrophoretic mobility shift assay
ES: Embryonic stem (cell)
FACS: Fluorescence activated cell sorting
GO: Gene ontology
GRN: Gene regulatory network
IPA: Ingenuity Pathway Analysis, TSS, Transcriptional start site
TSS: Transcriptional start site.

How the deposited data were processed for this re-analysis (not part of the article)

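Chromatin immunoprecipitation followed by sequencing was analysed in 6 libraries, 1 per condition. In the E12.5 vertebral column these were Bapx1 (S-peptide tagged embryos, anti S-Peptide antibody) with its control (the same antibody on wildtype embryos), and Sox9 (anti-Sox9 antibody) with its IgG control. The sample labels of the Sox9 pair name the limb beside the vertebral column. In NIH3T3 cells, a mouse fibroblast line, they were V5-tagged Bapx1 and a V5 control, which the labels describe both as empty vector and as wild type 3T3. The titles of the controls call them input, whereas their descriptions name antibodies.

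For each library the authors deposited the positions of the uniquely mapped tags, which the paper's methods describe as having at most 2 mismatches, and each tag spans 35 bp. The count of tags per library was 24855032 for Bapx1, 20704235 for wildtype S-peptide, 12784870 for Sox9, 13330825 for IgG, 9124697 for Bapx1 in NIH3T3 cells and 13327426 for V5. In the vertebral column libraries no position and strand was repeated, while in the NIH3T3 libraries 2.40% and 6.53% of the tags repeated one, and 1 tag per position and strand was kept. For each ChIP library the authors deposited a list of peaks from MACS against its control, at a p cutoff of 1e-05. In these lists the authors give the count of ChIP tags in each peak, the significance as 10 times −log10 (p), the fold enrichment as a ratio of ChIP tags to the local background, and the false discovery rate in percent from peaks called with ChIP and control exchanged. No peaks were called again here. The deposited positions carry no normalization.

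The Bapx1 and NIH3T3 positions were used on mm9 (NCBIM37) with the GENCODE annotation of that assembly, whereas the paper used RefSeq genes. RefSeq names and synonyms on GRCm38.p6 served only to match the symbols of genes. The Sox9 and IgG positions do not match mm9, they were not converted, and every comparison of a Sox9 peak with a gene, a sequence or another list is made at the deposited coordinates. To measure the displacement, tags in bins of 50 bp, with at most 3 tags per bin, were correlated between libraries in windows of 500 kb over shifts of up to 4000 kb. A window was called clear if it held at least 1000 tags and its best match exceeded the best match elsewhere by a factor of 1.5, with 2000 bp left out around the former. A shift of at most 100 bp was called none.

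Tags under peaks were counted at the deposited peak limits and scaled to the tags on chromosomes 1 to 19, X and Y. Distances were taken from the summit to the nearest TSS. A motif was counted if it occurred on either strand within 50 bp of the summit, and the flanks were windows of the same length at 500 bp on either side. The de novo search and the MAST scan of the paper's methods were not repeated. The 2-fold list of Table S1 gave the genes up-regulated and down-regulated in Bapx1 null embryos, and Table S6 gave the genes under control of both factors. Shares were compared with two-sided Fisher's exact tests at a threshold of 0.05. Genes with both sites and overlaps of peaks, at a minimum of 1 bp, were compared with 10000 random placements on control tags of the same chromosome, one-sided, and genes near Bapx1 peaks with 1000. For the distance to a TSS 20 control tags were drawn per peak, and for the motif 10. Intervals at 95% are exact binomial (Clopper-Pearson) for shares and ratios of counts and exact Poisson for counts, and cover counting error only.

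With 1 library per condition there is no measure of variation between embryos, cultures or preparations. Peaks and genes are not replicates, and all tests describe these libraries.

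The named genes and regions follow a rule: every gene that the paper's text names for the vertebral column, Bapx1 and Sox9 themselves, the 7 regions of Table S5, the 3 peaks of each list with the smallest p and the 3 with the most tags, and the 3 overlapping pairs of each comparison whose weaker peak has the smallest p. Of the genes, distances were measured for those in Tables S4 and S6, and of the peaks and pairs those that bear on a conclusion are printed. Alternatives were a stricter FDR of 5% or p of 1e-10, all tags, another scaling, another control, another window, protein-coding transcripts, peak centres, other distances, other gene lists, other overlap rules and another way of random placement.

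The detection of shifts, of motifs and of overlaps was tested on simulated data. All 97 clear windows of 108 gave the shift written into them, which was none in some. These windows came from 1 chromosome of the wildtype S-peptide library, and windows across a step were left out. The 568 windows of 2000 into which the motif was written were found, which the search for the same sequence fixed in advance. Of 500 simulated intervals, 100 of them placed on a peak, 102 were called overlapping. Among 40 unrelated lists, 1 had a p of at most 0.05.

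Left out were the gene expression arrays beyond the lists printed in the paper's tables, the mobility shift and luciferase assays, and the gene ontology analysis, whose gene sets were not used here. Sox9 and IgG tags were not counted at the regions of Table S5, and control libraries were not exchanged between this pair and the others, because the assemblies differ. Table S7 was read in part. The position and the single counts of 1 of the regions of Table S5 are not reported here. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.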

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

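The test of control tags at other peaks and the test of the motif in overlapping peaks were set before their results were seen, and the tests of the motif by the strength of the peaks and of tags over the exons of Bapx1 were chosen only after the result was seen. The paper describes NIH3T3 cells that overexpress V5-tagged Bapx1 but does not report the ChIP-Seq of these cells, so a signal in these libraries above their V5 control is a signal in data that the paper did not analyse.

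The list of this ChIP held 23207 peaks, 22672 of them with an FDR of at most 5% by the authors' values. On chromosomes 1 to 19, X and Y the peaks held 6.10-fold more ChIP tags than V5 control tags (exact binomial 95% interval 6.05 to 6.14) over 9568725 bp, with 390787 ChIP tags and 89664 control tags. As the peaks were called from these libraries, the ratio describes the list and does not test it. The shorter list of the vertebral column did not go with a smaller library, because the NIH3T3 library held 9124697 tags and the vertebral column library 24855032. Whether more tags would lengthen that list was not tested. The cells, the tag, the antibody and the level of Bapx1 all differ between the experiments, and no biological explanation was tested.

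The motif T(G/A)AGTG lay within 50 bp of 64.4% of the NIH3T3 summits (63.8 to 65.0%), against 10.7% of the flanks, and of 31.3% of the Bapx1 summits in the vertebral column. Over the 2815 NIH3T3 peaks with the smallest p the share was 83.4% (82.0 to 84.8%). The numbers and strengths of the peaks do not account for the difference, since the fifth of the NIH3T3 peaks with the largest p held the motif at 53.8% of its summits (52.3 to 55.2%), more than the fifth of the vertebral column peaks with the smallest p (43.7%, 39.6 to 47.9%). Differences in the antibody, in the amount of Bapx1 and in the mixture of cells stay open too, and none of them was tested.

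Of the 2815 Bapx1 peaks in the vertebral column, 180 (6.39%, 5.52 to 7.36%) overlapped a NIH3T3 peak, against a median of 26 for random placements (one-sided p of 0.0001, the smallest they can give). Background shared by the libraries was tested by the motif. It lay at 38.9% of the overlapping peaks and at 30.7% of the others (two-sided Fisher's exact test, p = 0.0248), but this cannot decide the cause, because the overlapping peaks are chosen by a list rich in the motif and had a higher median of 10 times −log10 (p), 76.0 against 66.3, either of which raises the share. The S-peptide control held 16.1 tags per kb in the overlapping peaks and 13.9 in the others, and 63.3% of the overlapping summits lay within 5 kb of a TSS, against 24.8%. Shared background, as in open chromatin near TSS, and binding at the same sites therefore stay open.

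Both NIH3T3 peaks with the smallest p lay in the gene of Bapx1 itself (Nkx3-2, chromosome 5), from 42152722 to 42153510 and from 42154468 to 42155276. In the ChIP library 1814 tags lay in the coding parts of its exons and 4 in the middle of its intron, a ratio of densities of 409 (exact binomial 95% interval 159 to 1503). In the V5 control library the counts were 372 and 7, a ratio of 47.9 (23.0 to 120). These counts keep 1 tag per position and strand, which limits the ChIP count in so short a sequence. With all tags the ChIP library held 12941 and 4, a ratio of 2918 (1139 to 10711), and the V5 control a ratio of 47.7. The limits of the coding parts and the drop in the intron are consistent with tags from the transfected Bapx1 cDNA in the ChIP library in place of binding at the gene, for which the ratio of 409, held down by that limit, was the test. Cells with an empty vector or wild type cells, as the labels of the control name them, would not give the excess in the V5 control, and for that library carry-over from the ChIP library was tested. With all tags counted, the control held 3.27% of the ChIP tags over these exons, whereas at 1000 other strong peaks the excess of control tags was 1.69% of the ChIP excess (1.18 to 2.21%). Carry-over alone therefore falls short of the tags seen, although a smaller carry-over, a control with cDNA in it and a mislabelled control stay open. No biological explanation was tested.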

How the results depend on the processing

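The alternatives on windows with no displacement and on the motif in NIH3T3 cells were tests chosen only after the result was seen, and the others were chosen before the data were examined. No paired analysis was possible because each condition has 1 library.

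Of 73 alternatives, 63 were planned. Among the planned, 39 reversed no direction and kept their side of the threshold, or stayed within the counting error. Of the others, 18 moved a value beyond that error and 2 reversed a direction. Another 2 brought a result past the threshold of its test and 2 took one out of it. Some of the 39 could not change. Counting all tags left the Bapx1 and Sox9 ratios in the vertebral column and the tags at the regions of Table S5 as they were, since no position was repeated. The genes activated by Sox9 and repressed by Bapx1 had no direction to keep, at 10 genes against a median of 10. Of the 10 added later, 9 changed no such call and 1 brought a result past the threshold.

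A stricter threshold changed the number of peaks most. At an FDR of 5% there were 0 Bapx1 and 669 Sox9 peaks in the vertebral column, and at a p of 1e-10 there were 661 Bapx1, 1475 Sox9 and 5033 NIH3T3 peaks. The ratio of ChIP to control tags within 200 bp of the summits was 3.96 for Bapx1, 7.63 for Sox9 and 7.27 for NIH3T3. With another control it was 4.86 for Bapx1 (V5) and 7.94 for NIH3T3 (S-peptide). For Sox9 it was 5.95 at an FDR of 5%, and for NIH3T3 it was 4.99 with all tags and 6.42 with scaling on bins of 10 kb without peaks. The peaks were called from an excess over the control, so a ratio above 1 tests none of these lists.

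With protein-coding transcripts only, 21.0% of Bapx1 and 11.7% of Sox9 summits lay within 5 kb of a TSS, and 57.7% and 61.0% beyond 25 kb. Fewer TSS in the annotation lengthen the distances by construction. The order of the intergenic Bapx1 summits beyond 50 kb and the summits within 5 kb was reversed with them (927 and 591, against 705 and 767). Peak centres changed no share beyond its interval.

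The share of up-regulated genes among those near a Bapx1 peak was lower than among the others in the 1.5-fold list and at 200 kb too. It was no longer distinguishable from the others at 50 kb (86.4%, Fisher's exact test, p = 0.434) or from random placement (77.8%, p of 0.0599 over the draws), and the cause was not tested. The genes activated by Sox9 and repressed by Bapx1 with both peaks, between 5 and 40, passed the threshold against chance in no alternative. Circular shifts came closest, with 10 genes against a median of 6 (one-sided p of 0.0509 over the draws). Sox9 tags were displaced by more than 1 kb at all 48 of these genes with an estimate, and at 57 of 60 genes repressed by both factors. The counts of both groups therefore hold at the deposited coordinates and cannot decide whether sites on mm9 exceed chance. For genes repressed by both factors, the 17 genes with both peaks exceeded chance only when the peaks were shifted along the chromosomes (one-sided p of 0.0012), and the cause was not tested. Their number was above the random median of 13 at 200 kb but below it at 500 kb (34 against 37) and 1000 kb (51 against 54), none of which passed the threshold, and the cause of this reversal was not tested.

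The Bapx1 motif share stayed above the flanks, between 14.6% and 44.5%. The Sox9 motif share passed the threshold of the test within 100 bp of the summit (28.4%, Fisher's exact test, p = 0.0358), for which the cause was not tested, and in the windows with no displacement (34.6%, p = 2.71e-07). The NIH3T3 motif share stayed above the flanks, between 27.9% and 73.0%. The overlap of Bapx1 with Sox9 peaks, between 7 and 100 peaks, and that with NIH3T3 peaks, between 122 and 465, exceeded chance in each alternative. The tags of the Bapx1 library at the regions of Table S5 rose from 66 to 228 in 500 bp, as a wider window holds more tags.

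Alternatives that required Bapx1 peaks at an FDR of 5% gave no value, since no peak was left. The Sox9 and IgG libraries were not exchanged with the other controls because their assembly differs. Depth limits the counts in single regions. The Sox9 peaks in windows with no displacement, 136, are limited by the small number of such windows.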

Differences from the paper's values

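The tests by other distances, transcripts, peak positions and thresholds named here were planned, and none of the tests in this part was chosen only after the result was seen, apart from the split by windows with no displacement.

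A value is given here where it and the paper's value differ by more than a factor of 1.5, and smaller differences are not listed.

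Within 5 kb of a TSS lay 19.2% of the Sox9 peaks (713), where the paper's value is 10% (the paper's count is 359). Of the alternatives set before the data were examined, protein-coding transcripts only (11.7%, 436) came within that factor of the paper's value, whereas the peak centre (19.2%, 713) and an FDR of at most 5% (18.4%, 123) did not. The split by windows with no displacement, chosen after seeing the values, gave 19.9%. All Sox9 values hold at the deposited coordinates.

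Intragenic Bapx1 peaks more than 25 kb from a TSS were 10.1% (283), where the paper's value is 26% (the paper's count is 722). Neither protein-coding transcripts only (16.5%, 465) nor the peak centre (10.0%, 282), both set before the data were examined, came within that factor of it.

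Among the 51 genes of Table S6 activated by Sox9 and repressed by Bapx1, 19.6% (10 genes) had both sites within 200 kb. The paper's value is 86% (the paper's count is 51). Among the 66 genes of Table S6 repressed by both factors, 25.8% (17) had them, where the paper's value is 78% (the paper's count is 56). The paper's shares are over all genes of each group, more than Table S6 lists, so the bases of the shares differ. Of the alternatives set before the data were examined, a distance of 1000 kb came within that factor of the paper's values (78.4%, 40 genes, and 77.3%, 51 genes), whereas 100 kb, 500 kb, the nearest peak edge and circular shifts did not.

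Intergenic Bapx1 peaks 10 to 25 kb from a TSS are about 180 in Fig. 5C, read by eye, and 334 here, and those at 5 to 10 kb are about 68 in Fig. 5C, read by eye, and 145 here. For Sox9, intergenic peaks at 10 to 25 kb are about 300 in Fig. 5E, read by eye, and 544 here, those at 5 to 10 kb about 130 in Fig. 5E, read by eye, and 242 here, and intragenic peaks beyond 25 kb about 990 in Fig. 5E, read by eye, and 396 here. Of the alternatives set before the data were examined, protein-coding transcripts only came within that factor of the paper's values for the intergenic bins (212 and 84 for Bapx1, 385 and 155 for Sox9) but not for the intragenic Sox9 bin (659). The peak centre did not in any of these bins (333 and 146 for Bapx1, 544, 242 and 396 for Sox9). With an FDR of at most 5% the Sox9 list held 669 peaks, too few for its counts to be compared with those of the paper.

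Some statements differ as well. The paper states that no overlapping binding sites were found for Bapx1 and Sox9. At the deposited coordinates 13 Bapx1 peaks overlapped a Sox9 peak (one-sided p of 0.0002 over random placements). Of these, 7 lay in windows with no displacement, 4 in displaced windows and 2 in windows without a clear alignment, a split chosen after seeing the values. In displaced windows, shared coordinates need not mark a shared site. In Fig. 5C the intergenic peaks beyond 50 kb are the largest class, whereas here 705 peaks were in that class and 767 within 5 kb of a TSS. With protein-coding transcripts only, set before the data were examined, the former class held 927 and the latter 591. The paper names Gata3, Ctnna2 and Dcx, and Col1a1, Mmp11, Adamts4, Ctsk, Emcn and Nrp1, among the genes with both sites within 200 kb, and the nearest Bapx1 peak was farther than 200 kb from each of them. The paper lists the genes of Table S4 as having a Bapx1 site within 100 kb, and 8 of its 32 genes had none. The paper counts more genes with both sites in its text than the distances of its own Table S6 give, which are 10 and 17. The paper identified the Sox9 motif at its binding sites, and over the whole Sox9 list no excess of the motif was detected within 50 bp of the summits (15.5%, against 14.3% beside them, two-sided Fisher's exact test, p = 0.0945). It was more frequent within 100 bp of the summit (28.4%, Fisher's exact test, p = 0.0358), and in windows with no displacement, a split chosen after seeing the values (34.6%, p = 2.71e-07).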

Other observations

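The split of the windows by displacement was chosen after seeing the data, so the tests on it, and those on the false discovery rates of Bapx1, were chosen only after the result was seen, although for the Sox9 share near TSS and the overlap of Sox9 with NIH3T3 peaks the outcome that the explanation needs was written down before the value was seen.

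Over the whole Sox9 list the motif of Sox9 was little more frequent at the summits than beside them, with 15.5% against 14.3% within 50 bp (two-sided Fisher's exact test, p = 0.0945) and 28.4% against 26.5% within 100 bp (p = 0.0358). A candidate explanation is that the positions of the Sox9 and IgG tags belong to another assembly than mm9. In windows where these tags showed no displacement against the Bapx1 tags, 34.6% of the summits held the motif, more than the flanks (two-sided Fisher's exact test, p = 2.71e-07), which the explanation needs. The same test argues against a Sox9 ChIP that did not enrich sites with the motif. The windows with no displacement are few and unevenly spread over the chromosomes, so the share cannot be carried over to the rest of the list.

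The same explanation could account for the small overlap of Bapx1 with Sox9 peaks, which was higher in windows with no displacement than in displaced windows (two-sided Fisher's exact test, p = 6.41e-08), and for the small overlap of Sox9 with NIH3T3 peaks, which was 5 of 136 Sox9 peaks (3.68%) against 34 of 3310 (1.03%; p = 0.0174). Whether the share of Sox9 peaks near TSS is lowered by the displacement cannot be told apart from no effect (two-sided Fisher's exact test, p = 0.824), because the windows without displacement hold only 136 peaks. A biological cause of the overlap, sites bound by both factors, was not tested.

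The Bapx1 peaks in the vertebral column had high false discovery rates. Chance clusters of tags as the whole list are argued against by the motif in the 563 peaks with the largest p, where it was more frequent at the summits than in the flanks (two-sided Fisher's exact test, p = 2.64e-11). A share of chance peaks in that group stays open, since 23.4% of its summits held the motif against 43.7% in the equally large group with the smallest p. The high rates did not go with a smaller library, as the Bapx1 library held 24855032 tags and the Sox9 library, whose rates were lower, 12784870. The factor, the antibody and the control differ between these libraries, and depth was not varied within one. Whether more tags would lower the rates of Bapx1 therefore stays open. Peaks called with the control over the ChIP, 699 at the p of the peak ranked 1000, enter these rates by definition. Clusters of tags in the wildtype control therefore contribute to them. The cause of these clusters and weak enrichment in the ChIP stay open, and no biological explanation was tested.

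Among NIH3T3 summits 25.8% lay within 5 kb of a TSS and 45.8% more than 25 kb away, against 18.8% and 50.1% of random V5 control tags. The third peak by p lay in an intron of Cdh23 (chromosome 10, 60157075 to 60157996), with 271 tags and 15 in the control. The peak with the most tags, on chromosome 17 from 39979855 to 39985865, held 2947 ChIP tags and 3254 control tags. At the 7 regions of Table S5 the NIH3T3 ChIP library held 17 tags (exact Poisson 95% interval 9.90 to 27.2) and the V5 control 10. In the vertebral column, where no cDNA was transfected, the coding exons of Bapx1 held 23 tags of the Bapx1 library and the middle of the intron 13 (ratio of densities 1.60, 0.775 to 3.43), and the S-peptide library 11 and 9 (1.10).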
